# Obstructive sleep apnea in a mouse model is associated with tissue-specific transcriptomic changes in circadian rhythmicity and mean 24-hour gene expression

**DOI:** 10.1371/journal.pbio.3002139

**Published:** 2023-05-30

**Authors:** Bala S. C. Koritala, Yin Yeng Lee, Laetitia S. Gaspar, Shweta S. Bhadri, Wen Su, Gang Wu, Lauren J. Francey, Marc D. Ruben, Ming C. Gong, John B. Hogenesch, David F. Smith

## Abstract

Intermittent hypoxia (IH) is a major clinical feature of obstructive sleep apnea (OSA). The mechanisms that become dysregulated after periods of exposure to IH are unclear, particularly in the early stages of disease. The circadian clock governs a wide array of biological functions and is intimately associated with stabilization of hypoxia-inducible factors (HIFs) under hypoxic conditions. In patients, IH occurs during the sleep phase of the 24-hour sleep–wake cycle, potentially affecting their circadian rhythms. Alterations in the circadian clock have the potential to accelerate pathological processes, including other comorbid conditions that can be associated with chronic, untreated OSA. We hypothesized that changes in the circadian clock would manifest differently in those organs and systems known to be impacted by OSA. Using an IH model to represent OSA, we evaluated circadian rhythmicity and mean 24-hour expression of the transcriptome in 6 different mouse tissues, including the liver, lung, kidney, muscle, heart, and cerebellum, after a 7-day exposure to IH. We found that transcriptomic changes within cardiopulmonary tissues were more affected by IH than other tissues. Also, IH exposure resulted in an overall increase in core body temperature. Our findings demonstrate a relationship between early exposure to IH and changes in specific physiological outcomes. This study provides insight into the early pathophysiological mechanisms associated with IH.

## Abstract 2

Intermittent hypoxia is a major clinical feature of obstructive sleep apnea (OSA). This study uses a mouse model of OSA to unveil time- and tissue-specific changes in the transcriptome, revealing the early biological changes linked to this disorder across multiple organ systems.

## Introduction

Over a billion people worldwide suffer from obstructive sleep apnea (OSA) and its associated health conditions. It is estimated that OSA costs the United States healthcare system $150 billion each year [1,2]. OSA is characterized by episodes of upper airway obstruction during sleep, resulting in intermittent hypoxia (IH) and sleep fragmentation. Patients exposed to IH over long periods may suffer from cardiovascular, respiratory, metabolic, and/or neurologic sequelae [3]. Most importantly, pathophysiological changes associated with chronic, untreated OSA lead to increased rates of morbidity and mortality [4].

In patients with OSA, IH occurs only during the sleep phase of the 24-hour sleep–wake cycle and has the potential to alter physiological circadian rhythms. The circadian clock is a molecular oscillator that uses positive and negative transcriptional–translational feedback loops of the core clock components [5]. The central clock, located in the suprachiasmatic nucleus of the hypothalamus, and peripheral clocks located throughout the body help orchestrate an array of behavioral and physiological rhythms [6]. Circadian clocks are one of the key components in maintaining systemic homeostasis since they act as timekeepers for molecules, cells, organs, and physiological processes [7]. However, the circadian clock can be disrupted by internal factors (e.g., health conditions) and external factors (e.g., living conditions) [8]. Evidence suggests that dysregulation of the circadian clock can increase the risks for heart disease, obesity, cancer, and even dementia [9]. Despite our understanding of the basic mechanisms of the circadian clock, we do not know how dysregulation of the clock contributes to disease in those patients with OSA at risk for comorbid conditions. Hypoxia-inducible factors (HIFs) influence the expression of canonical clock genes [10]. Consequently, the function of the circadian clock can be affected by exposure to IH [11–13]. Several independent studies have evaluated rhythmic changes in known circadian clock genes after exposure to IH in animals [11,12]. However, these studies have not evaluated changes at the genome-wide scale across both anatomic location and time, and the evaluation is limited to a small set of core clock genes.

OSA manifests only during sleep, yet the negative physiological effects persist throughout the 24-hour cycle. To better understand the effects of IH, we must evaluate those molecular changes that occur across the 24-hour day. In nature, the human body is generally exposed to approximately 21% oxygen, but physiological needs for oxygen and resistance to periods of hypoxia are highly tissue specific. For example, lung and liver are more oxygenated compared to the muscle [14]. Since chronic, untreated OSA is primarily associated with negative cardiopulmonary outcomes, we hypothesized that IH would impact the biological processes of lung and heart more rapidly than other tissues. In addition, these early biological changes would likely contribute to the resulting pathophysiological sequelae after chronic exposure to IH. In the current study, we comprehensively evaluated both time- and tissue-specific transcriptomic changes resulting from IH in 6 different mouse tissues, including liver, lung, kidney, muscle, heart, and cerebellum. These transcriptomic changes were used to examine altered biological processes and physiological changes in mammals. The results suggest that the transcriptome of cardiopulmonary tissues and associated biological processes were more impacted in comparison with other evaluated tissues. Our findings provide novel insight into the pathophysiological mechanisms that could be associated with end-organ damage in patients with chronic exposure to IH.

## Results

### Short-term exposure to IH highly affected 24-hour mean expression of the lung transcriptome and associated biological pathways

We investigated the impact of short-term IH on changes in the mean 24-hour expression of whole-genome and associated biological processes in multiple tissues. This approach allowed us to incorporate both circadian and noncircadian changes influenced by IH (**Fig 1**). 

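Male C57BL/6J mice were kept in room air (normoxia) or exposed to IH during their resting phase for 7 days, and tissues were then collected every 3 hours over 24 hours. For each of 6 tissues, 3 libraries were made per time point and treatment, each from 1 mouse, which gives 24 libraries in normoxia and 24 after IH. Poly(A) RNA was sequenced as paired-end, strand-specific libraries, and the authors quantified transcripts with Kallisto against the Ensembl mouse transcriptome. The deposited values are TPM, a unit scaled to the same sum in each library, for 35904 genes, and each library sums to between 989211 and 999188 TPM. The values hold no read counts, so the depth of each library is unknown, and the read depth that the paper states cannot be compared with them. The smallest steps between the values of low genes put 1 read on a transcript of 1 kb at 0.0288 ± 0.00485 TPM in the lung under normoxia and 0.0344 ± 0.00589 TPM after IH (SD, n = 24 each). DESeq2, which the authors ran on estimated counts, was not applied to TPM. Instead, each library was scaled by its median of ratios to the geometric mean over genes, and log2(TPM + 0.5) was compared between treatments in each tissue with limma, with treatment as the only term. Genes with a mean TPM of at least 1 over the 48 libraries of a tissue were tested, and p-values were adjusted by the Benjamini-Hochberg method within each tissue. Libraries with the same replicate number at the same time point were not treated as pairs in this comparison. The number of genes with a TPM above 0 differed between treatments in the lung, with 22694 ± 737 genes in normoxia and 25455 ± 1529 after IH (permutation test, p = 1e-05, the smallest p that the 100000 resamples can give, adjusted p = 8e-05 over 24 comparisons of libraries). In the heart it fell from 25124 ± 1719 to 21447 ± 689 genes, with the same p-values. The difference in the kidney was smaller, 21692 ± 531 against 22177 ± 693 genes (adjusted p = 0.0238).

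**Figure D1:**
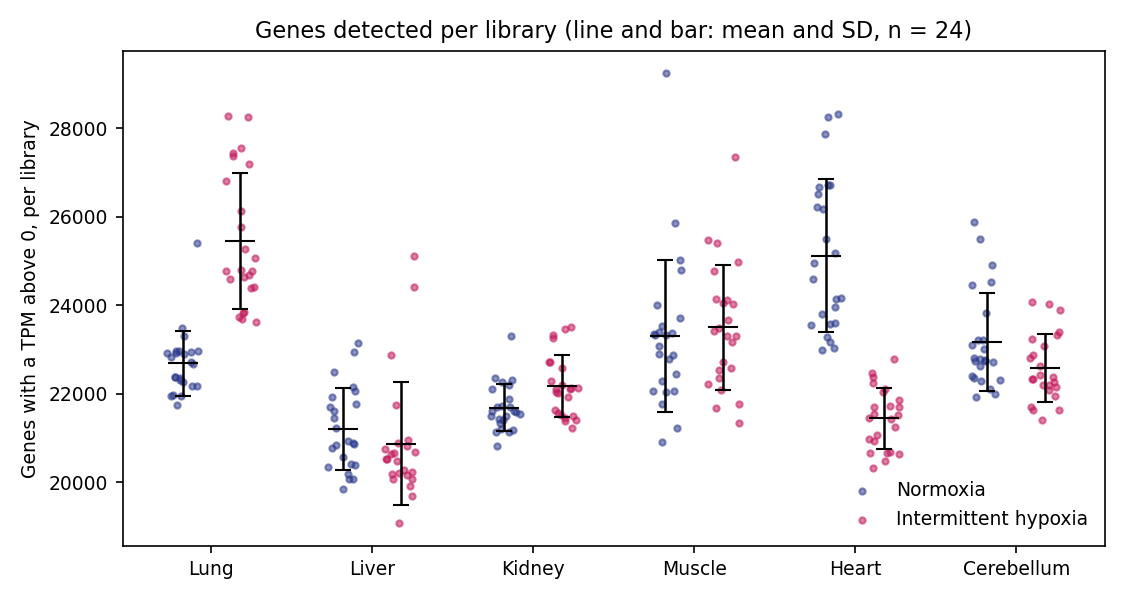
Number of genes with a TPM above 0 in each library (y axis) by tissue and treatment (x axis); points are libraries, 24 per tissue and treatment, and bars show mean and SD. In the lung the mean after IH lies above that of normoxia, but the libraries overlap (normoxia up to 25400 genes, IH from 23622). The heart libraries after IH (up to 22793) all lie below those of normoxia (from 22988).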

We conducted differential gene expression analysis on 24-hour time course data from liver, lung, kidney, muscle, heart, and cerebellum of mice exposed to normoxia and IH. A cutoff q ≤ 0.05 of DESeq2 with a 1.5-fold difference was used to determine differentially expressed genes between normoxia and IH. The lung was most affected by IH (15.7% of detected transcripts) compared to liver (4.8%), heart (4.7%), cerebellum (4.6%), kidney (0.9%), and muscle (0.4%). 

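In the lung, 2079 of the 15426 genes tested (13.48%) passed an adjusted p of 0.05 and a 1.5-fold change between normoxia and IH. In the liver 414 of 11334 genes passed both (3.65%), in the heart 377 of 12779 (2.95%) and in the cerebellum 393 of 14892 (2.64%). In the kidney 101 of 12902 genes passed (0.783%), and in the muscle 48 of 12824 (0.374%). Without the fold threshold and the adjustment, 11196 genes in the lung and 3063 in the muscle had a p of 0.05 or less. In the liver and the cerebellum, leaving out the libraries of 1 replicate number in both treatments moved these numbers most. Without replicate 3, 1491 genes changed in the liver and 1973 in the cerebellum. Without replicate 1, 48 genes changed in the liver and 67 in the cerebellum, and without replicate 2, 73 and 31 genes changed. In the heart 139 genes changed with the number of genes detected as a further term, added after the data had been seen, and 169 with a mean TPM of at least 5; in the kidney 54 did with that minimum. In the cerebellum 1 library also decided the number. The IH library of replicate 3 at 1:30 had the lowest correlation to the others of its tissue (r = 0.761 across genes), and without it 776 genes changed; this library was left out only after the data had been seen.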

Interestingly, the predominant direction of change (i.e., up- versus down-regulation) varied with tissue type. 

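Of the 2079 genes changed in the lung, 1402 were higher after IH (67.4%) and 677 were lower. In the muscle 32 of the changed genes were higher (66.7%) and 16 lower, and in the kidney 53 were higher (52.5%) and 48 lower. In the liver 125 genes were higher (30.2%) and 289 lower, and in the heart 141 were higher (37.4%) and 236 lower. In the cerebellum 220 genes were higher (56.0%) and 173 lower. These directions depend on the scale of the libraries. With TPM as deposited, the median log2 change over all genes tested moved from -0.08 to 0.21 in the lung, from -0.007 to -0.12 in the liver and from 0.04 to 0.15 in the heart. On that scale 2966 genes changed in the lung, of which 98.0% were higher. In the heart 488 genes changed, of which 66.8% were higher, so that the larger direction was the opposite one. The larger direction also changed in the kidney, where 47.1% of 87 genes were higher. In the liver 11.9% of 588 genes were higher on that scale, in the muscle 75.8% of 62 and in the cerebellum 55.4% of 343. With a minimum mean TPM of 5, 591 genes of the lung were higher and 591 lower, and in the heart 85 were higher and 84 lower. Without the cerebellum library of lowest correlation, left out after the data had been seen, 285 genes were higher and 491 lower. With the log2 of the number of genes detected as a further term, which was also added after the data had been seen, 41.9% of the 1686 genes changed in the lung were higher and 50.4% of the 139 in the heart. Of the genes called without the term, 382 of 2079 in the lung and 85 of 377 in the heart were still called.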

While IH primarily led to up-regulation in the lung (83.9%), kidney (67.8%), liver (65%), and muscle (64.2%), it primarily led to down-regulation in the heart (72.2%) and cerebellum (66%). Overall, the lung transcriptome was most affected by IH compared to other organs (**Figs 2A and S1 and S1 Data**).

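The libraries of each replicate number, 8 per treatment, were also compared alone. These fits held time point as a further term, so that the 1 library of each treatment at a time point formed a pair. Their numbers are thus not from the same model as those over all libraries. In the lung 3776, 3468 and 1927 genes changed in replicates 1, 2 and 3. In the liver 1520 genes changed in replicate 1, 931 in replicate 2 and 0 in replicate 3, where 1549 genes had an unadjusted p of 0.05 or less. The cerebellum gave 905, 1104 and 0 genes, with 300 genes at that unadjusted p in replicate 3. In the heart 1065, 270 and 148 genes changed, in the kidney 41, 321 and 369, and in the muscle 9, 39 and 90. The change of each gene in replicate 1 was compared with its change in the others by correlation across genes, which are not independent replicates. In the liver r was 0.82 with replicate 2 and -0.11 with replicate 3, and in the cerebellum 0.84 and -0.28. In the lung these values were 0.87 and 0.23, and in the heart 0.74 and 0.50. Of the changed genes, 1948 of 2079 in the lung had the same direction in all 3 replicates, as did 369 of 377 in the heart, 99 of 101 in the kidney and 46 of 48 in the muscle. In the liver 196 of 414 did, and in the cerebellum 246 of 393. From the numbers of differentially expressed genes, the paper states that the lung transcriptome was most affected.

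**Figure D2:**
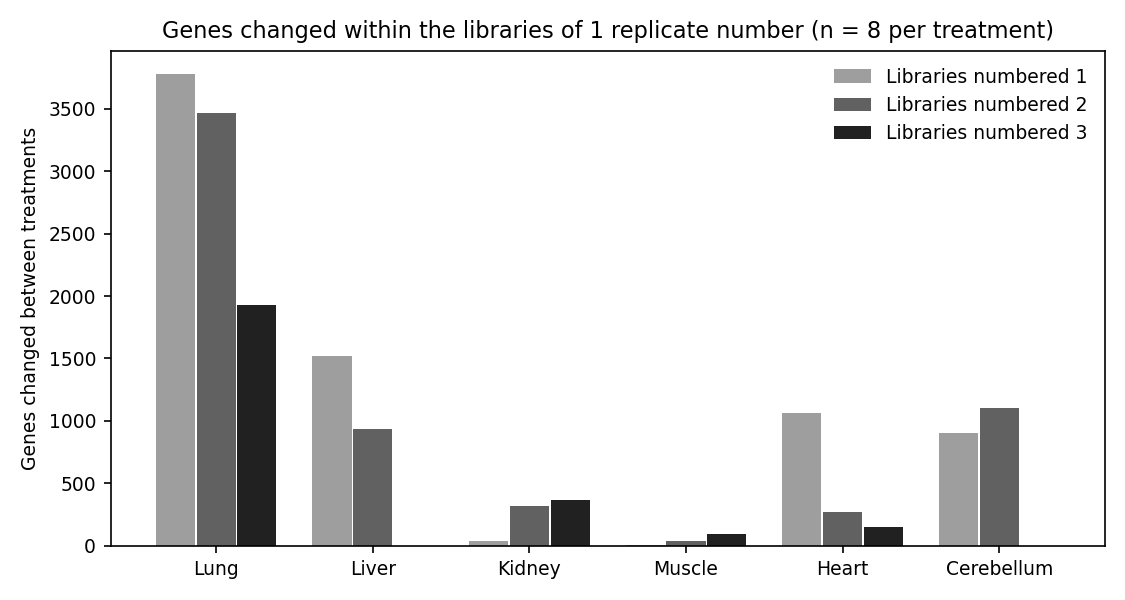
Number of genes that passed both thresholds (y axis) in each tissue (x axis). The 8 normoxia and 8 IH libraries of 1 replicate number were compared alone, with time point as a further term. Bars are replicates 1, 2 and 3. Replicate 3 gave 0 genes in the liver and in the cerebellum.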

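In each tissue, the 3 largest rises and the 3 largest falls were picked among changed genes with a mean TPM of at least 5. Most of these are pseudogenes or members of families with near-identical copies, between which reads cannot be assigned with certainty, so their values are uncertain. They include Gm14303 in the heart, with a log2 change of 5.76, and Gm28439 in the cerebellum, with -5.82. Pcdhgc4 lies on chromosome 18 of GRCm38 from 37815079 to 37841873 and shares exons with other genes of its cluster. In the lung it fell from 36.8 ± 24.8 to 5.04 ± 4.60 TPM (SD, n = 24 each), a log2 change of -2.95 (standard error 0.351, adjusted p = 5.1e-10), and was lower at each of the 8 time points. In the liver Pzp fell from 1165 ± 178 to 479 ± 337 TPM (log2 change -1.57, standard error 0.224, adjusted p = 1.8e-06). Kap rose in the liver from 22.2 ± 38.7 to 87.6 ± 62.5 TPM, with a log2 change of 3.88, and Fxyd2 from 2.36 ± 3.67 to 9.12 ± 6.80 TPM. Both are abundant in the kidney libraries, at means of 43296 and 4299 TPM, and 10 other kidney genes rose in the liver libraries together with them. In the kidney Fasn, on chromosome 11 from 120805846 to 120824547, rose from 38.2 ± 19.7 to 67.7 ± 21.0 TPM (log2 change 0.92, standard error 0.141, adjusted p = 5.5e-06). In the heart Ccnb1ip1 rose from 2.97 ± 1.56 to 78.8 ± 84.5 TPM, with a log2 change of 3.78. Zrsr1 in the muscle had a log2 change of -1.01, with 1435 TPM in the highest normoxia library against a mean of 197 TPM.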

**Fig 1:**
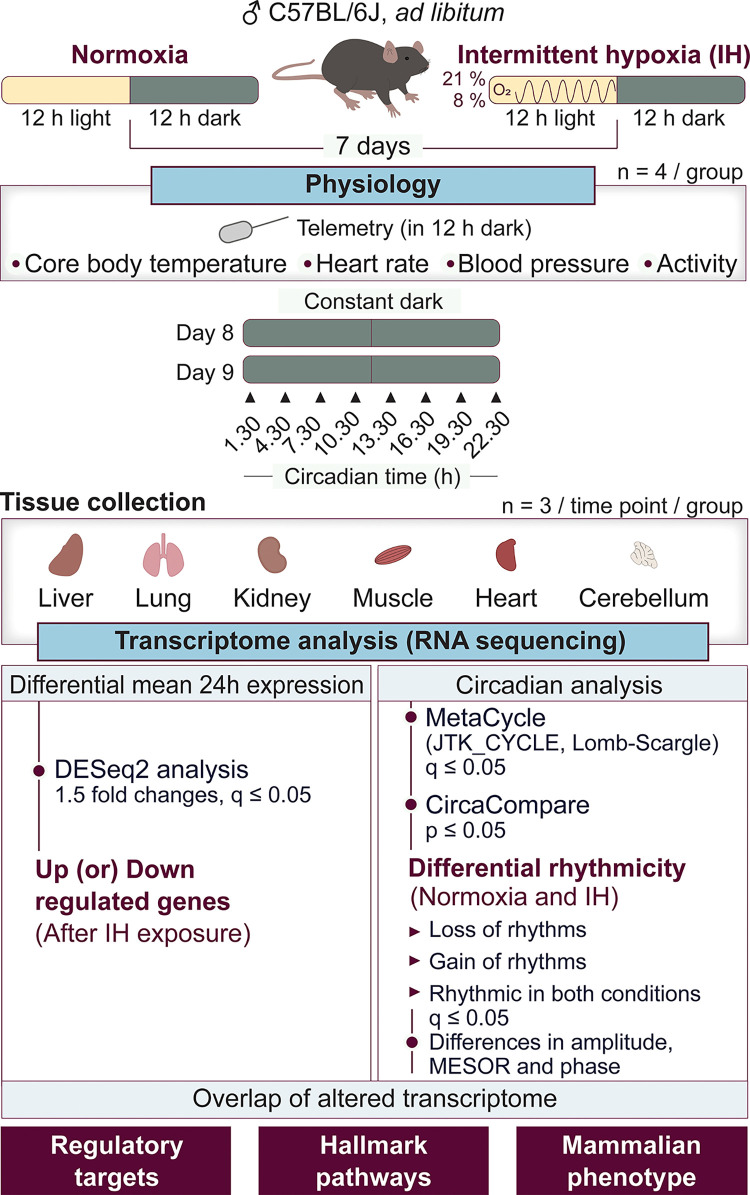
Study design. In this study, we investigated the early effects of IH on physiological parameters (CBT, HR, BP, and activity) and tissue-specific transcriptome in male C57BL/6J mice. Physiological parameters were assessed in mice (*n* = 4 for each condition) after completion of 7 days of normoxia or IH exposure using the HD-X10 DSI telemetry system. We also collected several organs (liver, lung, kidney, muscle, heart, and cerebellum) from mice (*n* = 3 at each time point for each condition) on the second day of constant darkness for 24 hours with 3-hour intervals following exposure to a normoxic or IH condition. RNA was extracted from these samples and sequenced with NovaSeq S4 flow cell for a minimum of 40 million paired-end reads per sample. The data were then evaluated to assess for differences in mean 24-hour expression and circadian rhythmicity between normoxia and IH. Furthermore, we enriched the observed alterations among associated regulatory targets, hallmark pathways, and mammalian phenotypes. BP, blood pressure; CBT, core body temperature; IH, intermittent hypoxia; MESOR, Midline Estimating Statistics of Rhythm; HR, heart rate.

**Fig 2:**
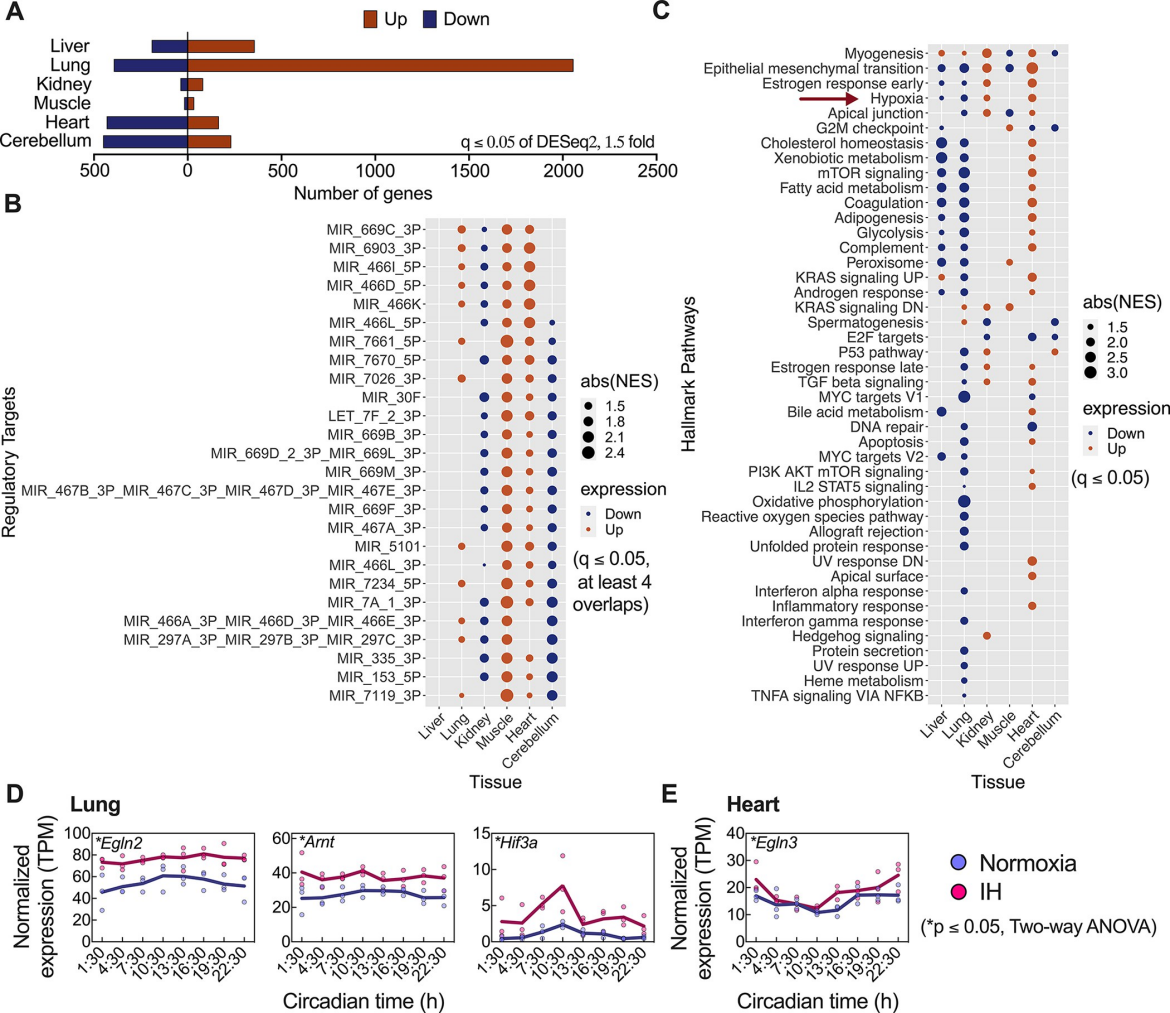
Differential mean 24-hour expression. To determine whether IH impacted mean 24-hour expression, we ran a DESeq2 analysis using the Kallisto R package. **(A)** The transcriptome changes within liver, lung, kidney, muscle, heart, and cerebellum were examined. Based on q ≤ 0.05 and a 1.5-fold difference, significant differences with up- (orange) or down (blue)-regulated genes have been screened and presented. (**B**) GSEA of consistently and significantly (q ≤ 0.05) associated regulatory targets with differential gene expression in at least 4 distinct tissues. The results indicated that in the lung, muscle, and heart, MIRs were primarily associated with up-regulated genes, while the same MIRs were associated with down-regulated genes in the kidney and cerebellum. **(C)** GSEA of hallmark pathways for differentially expressed genes upon IH exposure. Dot size indicates absolute NES. Statistical significance was determined by (q ≤ 0.05, GSEA). Hallmark pathways in the lung and heart are highly impacted compared to those in other organs. Some of these changes in hallmark pathways overlapped with processes in other organs. Significant *(p* ≤ 0.05, two-way ANOVA*)* changes in gene expression of PHDs and/or HIFs in **(D)** the lung and **(E)** the heart after exposure to normoxia and IH. Data output for Fig 2A can be found in S1 Data, for Fig 2B in S2 Data, for Fig 2C in S3 Data. Raw and processed data files for all figures in Fig 2 accessible through GEO series accession number GSE214530. GSEA, gene set enrichment analysis; HIF, hypoxia-inducible factor; IH, intermittent hypoxia; MIR, microRNA; NES, normalized enrichment score; PHD, prolyl hydroxylase.

Furthermore, we assessed the effects of short-term IH on transcriptional regulation across multiple tissues using a gene set enrichment analysis (GSEA) of regulatory targets from the GSEA Molecular Signature Database v7.5.1 [15]. Our analysis included both microRNAs (MIRs) and transcription factor targets associated with differential gene expression. We identified a significant (q ≤ 0.05) number of regulatory targets (708 of muscle, 285 of cerebellum, 204 of heart, 171 of kidney, 60 of lung) in all tissues except the liver, which had only 3 targets. Notably, MIRs were found to be the most commonly identified targets, with over 75% of regulatory targets identified across tissues being MIRs, except for the liver (**S2 Data**). We also identified a subset of MIRs that were significantly (q ≤ 0.05) associated with differential expression in at least 4 different tissues, exhibiting tissue-specific transcriptional regulation. Specifically, MIRs in the lung, muscle, and heart were primarily associated with up-regulated genes, while the same MIRs were associated with down-regulated genes in the kidney and cerebellum (**Fig 2B**).

To evaluate the biological state of mice after short-term IH exposure, we conducted GSEA of hallmark pathway gene sets [15]. As a threshold, q ≤ 0.05 was used to identify pathways that were significantly affected by IH exposure. We identified tissue-dependent pathway changes; the most impacted pathways were found in the lung, followed by the heart. Interestingly, 19 of the same GSEA pathways (out of 50) were differentially regulated between the heart and lung after IH exposure, often elevated in one but decreased in the other. We found that the majority of hallmark pathways in the liver, lung, and cerebellum showed enrichment of down-regulated genes, while the pathways in kidney and heart exhibited enrichment of up-regulated genes (**Fig 2C and S3 Data**). Of the 6 pathways, 3 were associated with the enrichment of down-regulated genes in muscle, while the remaining 3 showed enrichment with up-regulated genes. Our study found 6 altered pathways in at least 4 different tissues, including myogenesis, epithelial mesenchymal transition (EMT), estrogen response early (ERE), hypoxia, apical junction, and G2M checkpoints. 

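The paper's table of hallmark pathways (S3 Data) lists for each pathway genes that its enrichment analysis picked on these same libraries, and its longest lists break off. These lists are therefore no independent evidence, and no test of the sets was made. Only the change of the listed genes was measured. For myogenesis, all 37 listed genes tested in the liver were higher after IH, with a median log2 change of 0.53. In the lung 42 of 42 were higher (median 0.58), in the kidney 56 of 56 (median 0.20) and in the heart 46 of 47 (median 0.40). All 65 genes listed for the muscle were lower (median -0.15), and so were all 38 listed for the cerebellum (median -0.38). In the liver 1 library, IH replicate 2 at 13:30, held heart transcripts at a median of 31.9% of their level in the heart. Without it, the median over 36 of the listed genes moved from 0.53 to 0.37, and their mean summed TPM after IH from 1180 to 568, against 452 in normoxia. Within replicates 1, 2 and 3 of the liver the medians were 0.55, 1.06 and 0.01. Within those of the cerebellum they were -0.96, -0.57 and 0.43, so that the direction was opposite in replicate 3.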

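For epithelial mesenchymal transition (EMT), 44 of 44 listed genes were higher after IH in the kidney, with a median log2 change of 0.23, and 66 of 66 in the heart, with a median of 0.40. All 36 genes listed for the liver were lower (median -0.38), and all 64 listed for the lung (median -0.53). The genes of estrogen response early (ERE) gave medians of 0.16 in the kidney, 0.32 in the heart, -0.37 in the liver and -0.415 in the lung, over 60, 62, 45 and 65 genes. Those of hypoxia gave 0.18 over 51 genes in the kidney, 0.32 over 66 in the heart, -0.37 over 39 in the liver and -0.53 over 61 in the lung. On the scale of TPM as deposited, the lung medians became -0.23 for EMT, -0.13 for ERE and -0.23 for hypoxia, and 12.3% of the ERE genes were higher after IH.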

In the kidney and heart, the pathways of EMT, ERE, and hypoxia were consistently associated with up-regulated genes, whereas the same pathways were associated with down-regulated genes in the liver and lung **(Fig 2C**). These results offer significant understanding of how short-term IH affects transcriptome and pathway regulation in specific tissues, which could aid in the identification of potential targets for health conditions associated with IH.

### Specific prolyl hydroxylases and hypoxia-inducible factors in the lung were highly affected by short-term exposure to IH

Prolyl hydroxylases (PHDs) are well known for sensing molecular oxygen and stabilizing HIFs through hydroxylation [16]. The mechanism of HIF stabilization under sustained hypoxia has been well characterized but has not been fully examined under IH conditions. The expression of HIFs are not constant across different tissues [17], and we hypothesized that the impact of IH on PHDs and HIFs will be different based on the tissue type. We evaluated time and tissue-specific gene expression of PHDs and HIFs in 6 different tissues following IH exposure. 

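The PHDs are encoded by Egln1, Egln2 and Egln3, and the HIF subunits by Hif1a, Epas1, Hif3a and Arnt. For each gene and tissue, the mean TPM as deposited was compared between the 24 libraries of each treatment with a 2-sided permutation test that exchanged treatment labels only within a time point. The p-values were adjusted over the 42 comparisons by the Benjamini-Hochberg method. Under normoxia the mean levels ranged from 0.0548 TPM for Hif3a in the liver, where 2 libraries were at 0, to 1002 TPM for Epas1 in the lung. In the liver and the kidney, 0 of the 7 genes passed an adjusted p of 0.05, and 0 had an unadjusted p of 0.05 or less.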

Interestingly, there are a greater number of PHDs or HIFs (*Egln2*, *Arnt*, and *Hif3a*) significantly (*p* ≤ 0.05, two-way ANOVA) altered in the lung after IH exposure in comparison with other organs (**Figs 2D and S2**). In addition, *Egln3* from the heart (**Figs 2E and S2**) and *Egln2* from cerebellum (**S2 Fig**) were significantly (*p* ≤ 0.05, two-way ANOVA) altered following IH exposure. 

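In the lung, Egln2 (chromosome 7 of GRCm38, 27158658 to 27166802) rose from 54.2 ± 10.2 TPM in normoxia to 76.5 ± 6.18 TPM after IH (SD, n = 24 each). Arnt (chromosome 3, 95434388 to 95497240) rose from 27.3 ± 4.35 to 37.9 ± 4.90 TPM, and Hif3a (chromosome 7, 17031507 to 17062427) from 1.01 ± 0.724 to 3.69 ± 2.55 TPM. All 3 genes were higher at 8 of 8 time points, with an adjusted p of 0.000105 from an unadjusted p at the lowest value that the resamples allow. The other 4 genes did not pass: Epas1 fell to 877 ± 271 TPM (adjusted p = 0.276), and the adjusted p was 0.576 for Egln1, 0.824 for Egln3 and 0.701 for Hif1a. The scaling of the libraries moved these results most. With TPM scaled by the median of ratios, all 7 genes passed in the lung. Egln2, Hif3a and Arnt rose by 8.97, 2.15 and 3.83 TPM on that scale, while Egln1 had a difference of -6.70 TPM, opposite in sign to that with TPM as deposited, and Epas1 of -302.4 TPM.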

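In the heart, Egln3 (chromosome 12, 54178981 to 54203860) rose from 14.8 ± 3.52 to 18.3 ± 5.17 TPM (SD, n = 24 each; permutation test, adjusted p = 0.00572) and was higher at 7 of 8 time points. Epas1 rose in the heart from 54.8 ± 13.9 to 76.4 ± 15.0 TPM (adjusted p = 0.000252) and Egln1 from 87.5 ± 15.8 to 105.7 ± 15.7 TPM (adjusted p = 0.00132), each at 8 of 8 time points. In the cerebellum Egln2 rose from 77.6 ± 17.3 to 112.3 ± 33.9 TPM, at 8 of 8 time points. In the muscle Egln3 rose from 5.72 ± 1.30 to 7.92 ± 2.78 TPM (adjusted p = 0.00132) and Egln1 from 74.1 ± 7.56 to 80.7 ± 9.94 TPM (adjusted p = 0.0456). On the scale of the median of ratios, Egln1 no longer passed in the heart (difference 8.98 TPM, adjusted p = 0.100) or in the muscle (1.52 TPM, adjusted p = 0.677), while Egln1 of the cerebellum did (4.86 TPM, adjusted p = 0.0198). Over the alternatives tried, the adjusted p ranged from 0.00134 to 0.129 for Egln1 in the heart, from 0.0149 to 0.677 in the muscle and from 0.0198 to 0.725 in the cerebellum.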

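Whether the response of the lung differed from that of another tissue was tested as an interaction of treatment with tissue, for the 7 PHD and HIF genes and 17 clock genes that the paper names, in 115 comparisons. With p-values adjusted over all genes tested, 40 comparisons passed 0.05, 23 with a higher and 17 with a lower signed log2 change in the lung; 37 passed when adjusted over the list alone. They were 4 against the liver, 11 against the kidney, 10 against the muscle, 8 against the heart and 7 against the cerebellum. The change of Epas1 in the lung, on the log2 scale, was lower by 0.90 than in the heart and by 0.71 than in the kidney (differences of -0.90 and -0.71), and that of Hif3a was higher by 1.14 than in the cerebellum. For Arnt the lung differed from the kidney by 0.21. The change of Egln2 differed from that in the heart by 0.27 and from that in the cerebellum by -0.30. With the number of genes detected as a further term, added after the data had been seen, 17 comparisons passed, of which 6 were among the 40. With TPM as deposited 41 passed, of which 29 were among the 40. The libraries of a lung and another tissue were taken as independent, although the paper describes several organs per mouse. With same-numbered libraries of both tissues taken as 1 animal and as a block, 55 passed, with replicate block 57, with time point as a further term 59 and with length and GC correction 47; these were also added after the data had been seen, and the data do not record which libraries share an animal.

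**Figure D3:**
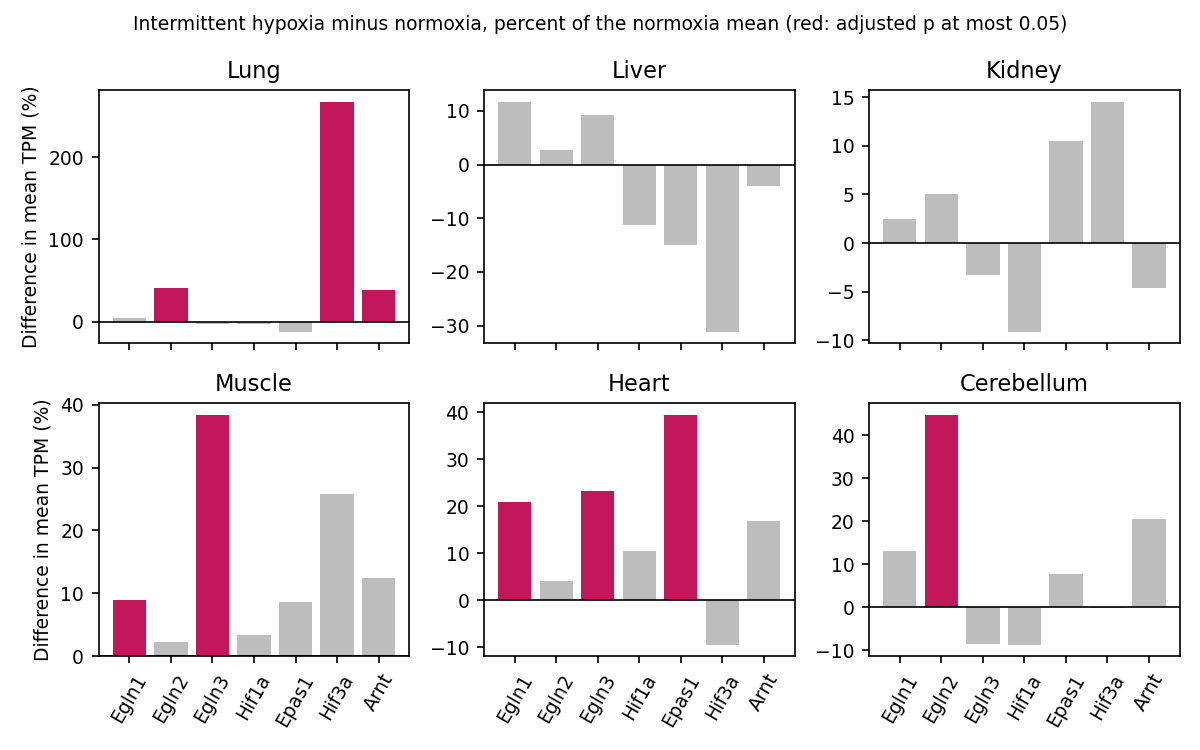
Difference in mean TPM between IH and normoxia (y axis, percent of the normoxia mean) of the 7 PHD and HIF genes (x axis), 1 panel per tissue, each with its own scale; red bars have an adjusted p of 0.05 or less, with 24 libraries per treatment and TPM as deposited. Hif3a of the lung had a difference of 267.2%, and the other genes that passed had between 8.99% and 44.8%. Egln1 of the lung changed sign when TPM was scaled by the median of ratios.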

Based on these findings, cardiopulmonary tissues, particularly the lung, is highly responsive to IH.

### The circadian clock in the lung is highly impacted by short-term IH exposure

Approximately half of the transcriptome in mammals exhibit circadian rhythms, and several biological and physiological processes are influenced by the circadian clock. We performed RNA sequencing for a 24-hour time course on samples from the liver, lung, kidney, muscle, heart, and cerebellum from mice after exposure to a 7-day normoxic or IH condition. After removing genes with consistently low transcript levels, circadian analyses were conducted on at least 12,000 genes in each tissue. We used an integrative analytic approach to compare circadian rhythms between normoxic and IH conditions. Genes that passed through the q ≤ 0.05 of MetaCycle [18] in at least 1 condition were analyzed for differential rhythms using *p* ≤ 0.05 of CircaCompare [19]. 

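MetaCycle, for which the paper names JTK and Lomb-Scargle, and CircaCompare were re-implemented. The period of 24 hours and the Fisher method were chosen here, since the paper states neither. A rank test against cosine curves of 24 hours (JTK) and a Lomb-Scargle test at the same period were run on the 24 libraries of each tissue and treatment, with TPM as deposited. Their p-values were combined by the Fisher method and adjusted by the Benjamini-Hochberg method. Genes with a maximum TPM of at least 1 in the tissue were tested, from 14482 in the liver to 21372 in the cerebellum. Cosine curves fitted to both treatments then gave MESOR, amplitude and acrophase with their differences. A gene rhythmic in at least 1 treatment was called lost or gained when the curve of 1 treatment alone had a p of 0.05 or less, and all differences were adjusted over these genes. In the lung 1893 genes were rhythmic in normoxia and 2337 after IH, and 3546 in at least 1 treatment. That last number was 2697 in the liver, 2560 in the kidney, 1431 in the muscle, 675 in the heart and 1023 in the cerebellum. The numbers depend on the test of rhythm and on the replicates. The rank test alone gave 1280 genes in the lung, 1454 in the liver, 915 in the kidney, 392 in the muscle, 179 in the heart and 1 in the cerebellum. Without replicate 1, the combined test gave 906 genes in the lung, 340 in the muscle and 95 in the heart, without replicate 2 it gave 1312 in the liver and 10 in the cerebellum, and without replicate 3 it gave 642 in the kidney. The combined p-values were too small where no rhythm can exist. With the times shuffled 20 times, the number of genes under the same p was on average between 6.60% of the true number in the kidney under normoxia and 20.3% in the heart under normoxia. The rank test alone was not free of this. Under normoxia, 2 of its 20 shuffles in the muscle and 1 in the lung gave at least as many genes as the true times. In the other tissues and treatments where it found a gene, 0 shuffles did so.

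**Figure D4:**
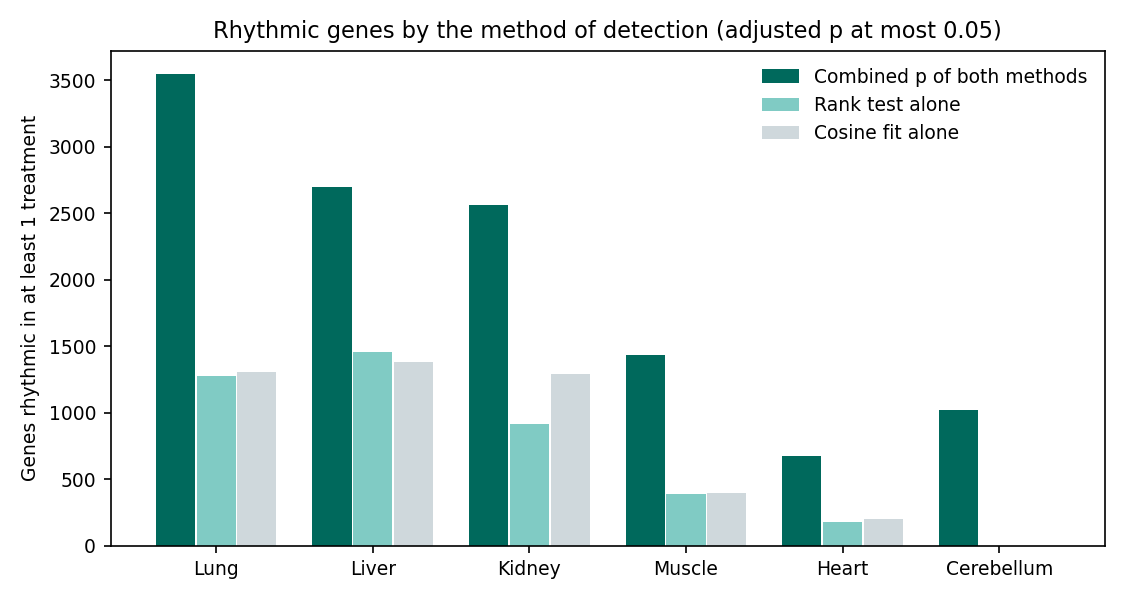
Number of genes rhythmic in at least 1 treatment at an adjusted p of 0.05 (y axis) by tissue (x axis), for the combined test and for the rank test and the cosine fit alone. The combined test gave the highest number in each of the 6 tissues.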

We examined the effects of IH exposure on rhythmic patterns, encompassing both loss and gain of rhythms, as well as analyzing variations in rhythmic parameters such as acrophase, amplitude, and Midline Estimating Statistics of Rhythm (MESOR) between the rhythmic genes under both conditions (**Figs 3 and S3**).

**Fig 3:**
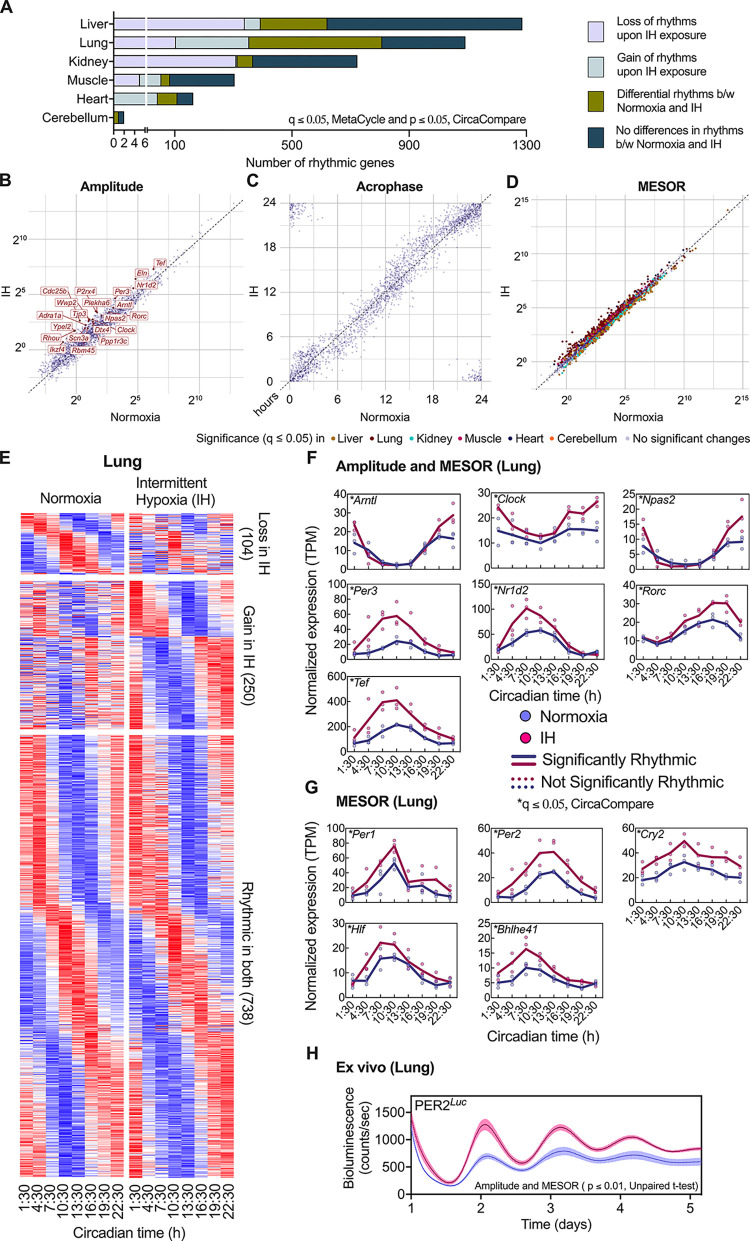
Differential circadian transcriptome. **(A)** Differentially rhythmic genes were identified in the liver, lung, kidney, muscle, heart, and cerebellum after exposure to IH. Genes with loss or gain of rhythms were evaluated by combining MetaCycle (q ≤ 0.05) and CircaCompare (*p* ≤ 0.05). The circadian properties of the differentially rhythmic genes in both conditions were evaluated, including **(B)** amplitude, **(C)** acrophase, and **(D)** MESOR, using a cutoff threshold of q ≤ 0.05 of CircaCompare. Correlation plots were used to illustrate the differences between the 2 conditions. Significant changes in amplitude were observed only in the lung following IH exposure, while significant changes in MESOR were observed in all organs. **(E)** The lung heatmap illustrates those genes with significant (q ≤ 0.05 of MetaCycle and *p* ≤ 0.05 of CircaCompare) loss (top panel) or gain (middle panel) of circadian rhythms following IH exposure, as well as rhythmic genes under normoxic and IH conditions (bottom panel). **(F and G)** Among the canonical clock genes, *Arntl*, *Clock*, *Npas2*, *Per3*, *Nr1d2*, *Rorc*, and *Tef* in the lung exhibited significant changes (q ≤ 0.05, CircaCompare) in amplitude and MESOR following IH exposure. Additionally, *Per1*, *Per2*, *Cry2*, *Hlf*, and *Bhlhe41* showed significant differences in MESOR. **(H)** Bioluminescence of PER2 protein in lung tissue from PER2^*Luc*^ animals exposed to normoxia vs. IH showed significant increases in both amplitude and MESOR (*p* ≤ 0.01, unpaired *t* test) following IH exposure. Data output for Fig 3A-3G can be found in S4 Data. Raw and processed data files for Fig 3A-3G accessible through GEO series accession number GSE214530. Data for Fig 3H can be found in S5 Data. IH, intermittent hypoxia; MESOR, Midline Estimating Statistics of Rhythm; TPM, transcripts per million.

IH had the greatest impact on the circadian transcriptome of the lung. Specifically, IH affected approximately 74% of the rhythmic genes in the lung, 66.9% in the heart, 50.8% in the kidney, 48.3% in the liver, and 27.6% in the muscle. 

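A rhythmic gene was counted as affected when it lost or gained rhythm or changed in amplitude, acrophase or MESOR. In the lung 2861 of the 3546 rhythmic genes were affected (80.7%), and in the heart 548 of 675 (81.2%). In the kidney 1645 of 2560 were affected (64.3%), in the muscle 843 of 1431 (58.9%) and in the liver 1567 of 2697 (58.1%). With the rank test alone, 75.4% of the rhythmic genes were affected in the lung, 67.6% in the heart, 55.1% in the kidney, 49.0% in the liver and 33.7% in the muscle. Other groupings of the same libraries gave as many affected genes in 7 of 100 splits in the lung, the real one included, 11 in the heart, 17 in the kidney, 23 in the liver and 39 in the muscle. The paper states that the circadian transcriptome of the lung was the most impacted.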

IH resulted in a significant loss (q ≤ 0.05 of MetaCycle and *p* ≤ 0.05 of CircaCompare) of rhythmic genes in the kidney (42.9%) and liver (26.4%) but a significant gain (q ≤ 0.05 of MetaCycle and *p* ≤ 0.05 of CircaCompare) of rhythms in previously unrhythmic genes in the heart (25.8%), lung (22.9%), and muscle (16.1%). 

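In the kidney 1432 rhythmic genes lost rhythm (55.9%) and 63 gained it (2.46%), and in the liver 972 lost it (36.0%) and 240 gained it (8.90%). In the heart 343 genes gained rhythm (50.8%) and 17 lost it, in the muscle 598 gained it (41.8%) and 130 lost it, and in the lung 1075 gained it (30.3%) and 709 lost it (20.0%). Most of these genes had no measured difference in amplitude. An unadjusted amplitude p of 0.05 or less was found for 22.4% of the genes that lost or gained rhythm in the lung, 15.9% in the muscle, 10.0% in the heart, 7.84% in the liver and 7.83% in the kidney. In the lung this was 1.69% of the lost and 36.0% of the gained genes, and in the liver 4.63% and 20.8%. The direction depended on the libraries and the scale. Without replicate 3, 133 genes of the kidney lost rhythm and 161 gained it. With TPM scaled by the median of ratios, 1065 genes of the lung lost rhythm and 458 gained it. In the heart, 279 genes gained rhythm and 19 lost it without 1 normoxia library, replicate 3 at 7:30, which was left out after the data had been seen.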

Only 2 rhythmic genes were detected in the cerebellum, but none of them lost or gained rhythmicity following IH exposure. 

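In the cerebellum 1018 genes were rhythmic in normoxia and 9 after IH. Of these, 871 lost rhythm and 2 gained it, and 28.9% of the lost genes had an unadjusted amplitude p of 0.05 or less. The rank test alone found 0 genes in normoxia and 1 after IH, Dbp, and so did the cosine fit alone; Dbp was then rhythmic in both treatments, with no loss or gain. Of the 20 shuffles of the times in the normoxia libraries, 1 gave at least as many genes as the true times. Without replicate 2, 10 genes were rhythmic, and without replicate 3, 69 were.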

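Rhythm in both treatments was found for 1762 genes in the lung (49.7% of the rhythmic genes), 1485 in the liver (55.1%), 1065 in the kidney (41.6%), 703 in the muscle (49.1%), 315 in the heart (46.7%) and 150 in the cerebellum (14.7%).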

Despite the large-scale tissue-specific transcriptomic changes, there were still many genes that were detected as rhythmic in both control and IH conditions (**Figs 3A, 3E, and S3A–S3E and S4 Data**). Some of these genes showed significant (q ≤ 0.05, CircaCompare) differences in amplitude, acrophase, or MESOR. However, among all organs, the lung exhibited the greatest variability in circadian rhythms (**Fig 3A–3D**). 

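In the lung, 10 genes rhythmic in both treatments changed in amplitude at an adjusted p of 0.05, all to a larger amplitude after IH, and 228 had an unadjusted p of 0.05 or less. Among them are Dtx4, Eln, Ikzf4, Rhou and Ypel2, which the paper names. The largest difference in TPM was that of Eln, from 28.2 to 84.6 TPM (difference 56.4, standard error 12.0, adjusted p = 0.0299). In the liver, kidney, muscle, heart and cerebellum 0 genes changed in amplitude, with 42, 21, 39, 34 and 16 genes at the unadjusted p. Whether amplitude changed more in the lung than in these tissues was not tested. The number in the lung was 22 with the rank test alone, 1 with TPM scaled by the median of ratios and 0 on the log2 scale, and it was also 0 without replicate 2 or without replicate 3.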

Interestingly, no amplitude differences were detected in any tissues except the lung (**Fig 3B**). We used a stringent criterion of “at least 4 hours” for evaluating acrophase difference between normoxia and IH. 

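An acrophase difference of at least 4 hours at an adjusted p of 0.05 was found for 4 genes in the lung, 5 in the muscle, 1 in the heart and 11 in the cerebellum. In the liver and the kidney 0 genes met both, with 33 and 19 genes at the unadjusted p. Those of the lung were Ankrd1, Gm47347, Peli3 and Rita1, those of the muscle Dynlt1a, Kcnn2, Ncald, Samd13 and Snph, and that of the heart Gm12537; they are named here only after their values were seen. The 17 clock genes were not among them. Genes were counted here as rhythmic in both treatments by the unadjusted p of their curves. Ciart had the largest acrophase difference of the clock genes in the lung, -2.28 hours (adjusted p = 0.895), and in the kidney it was Nfil3, with 2.52 hours (adjusted p = 0.274). Leaving out a replicate number changed these counts, to 123 genes in the liver without replicate 3 and to 93 in the kidney without replicate 1. In the lung the rank test alone gave 2 genes.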

There were no discernible acrophase differences in response to IH, including among core clock genes (**Fig 3C**). On the other hand, a substantial portion of rhythmic genes from each tissue showed differences in MESOR (**Fig 3D**). These results suggest that even short-term IH exposure profoundly altered the circadian transcriptome of cardiopulmonary tissues that are susceptible to OSA comorbidities.

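Among the genes rhythmic in both treatments, 1077 in the lung changed in MESOR (61.1%), 828 of them upward. In the heart 188 did (59.7%), 185 of them upward, and in the muscle 111 (15.8%), 107 of them upward. In the liver 355 genes changed (23.9%), of which 291 went downward, and in the kidney 150 (14.1%), of which 125 went downward. In the cerebellum 3 of 150 genes changed (2.00%), Cnn2, Gm19935 and Sdf2l1, all upward and named after their values were seen. These directions are those of TPM as deposited, on which most changed genes of the lung and the heart were higher after IH. With the rank test alone, MESOR changed for 524 genes in the lung, 243 in the liver and 0 in the cerebellum. Without replicate 1, 38 genes changed in the liver.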

We further evaluated the effects of IH on tissue-specific molecular clocks by examining 17 canonical clock genes (*Arntl*, *Clock*, *Per1*, *Per2*, *Per3*, *Cry1*, *Cry2*, *Nr1d1*, *Nr1d2*, *Dbp*, *Npas2*, *Rorc*, *Tef*, *Hlf*, *Nfil3*, *Bhlhe41*, and *Ciart*) that are known to be involved in regulating the circadian clock in mammals. At least 11 of these 17 clock genes were significantly rhythmic (q ≤ 0.05 of MetaCycle and *p* ≤ 0.05 of CircaCompare) in every organ except the cerebellum. 

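Of the 17 clock genes, 17 were rhythmic in at least 1 treatment in the lung and in the heart, 16 in the muscle, and 15 in the liver and in the kidney. In the cerebellum 3 were, Dbp and Per1 in both treatments and Bhlhe41 in normoxia. The rank test alone gave 16 in the lung, heart and muscle, 14 in the liver and kidney, and Dbp alone in the cerebellum. Over the fits that left out 1 replicate number, the number in the kidney went down to 12, and that in the cerebellum to 0, without replicate 2 and without replicate 3.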

As expected, IH had the greatest impact on the clock in the lung, the primary location of hypoxic insult, followed by the clock in the heart. 

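In the lung, 13 of the 17 clock genes changed in MESOR at an adjusted p of 0.05, all upward, and 13 also when adjusted over the list alone. Per3 rose from a MESOR of 12.2 to 30.8 TPM (difference 18.6, standard error 2.49, adjusted p = 2.7e-08), and Arntl from 9.84 to 12.5 TPM (difference 2.69, standard error 0.946, adjusted p = 0.0120). As a share of the normoxia MESOR the rise ranged from 27.3% for Arntl to 168.6% for Ciart. The amplitude rose from 8.01 to 13.9 TPM for Arntl, from 4.14 to 8.42 TPM for Npas2, from 24.8 to 47.2 TPM for Nr1d2 and from 8.89 to 25.0 TPM for Per3. For Clock (2.52 to 6.69 TPM, adjusted p = 0.113) and Tef (77.1 to 156.8 TPM, adjusted p = 0.110) it did not pass. Adjusted over the list alone, 10 of the 17 amplitudes changed. With the rank test alone 7 clock genes changed in amplitude. Without 1 IH library, replicate 2 at 1:30, 3 did; it was left out after the data had been seen. With TPM scaled by the median of ratios, 9 changed in MESOR and 0 in amplitude. Over the fits that left out 1 replicate number, 12 changed in MESOR without replicate 1, 9 without replicate 2 and 7 without replicate 3, and 3, 0 and 0 changed in amplitude.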

In the lung, IH affected the amplitude and MESOR of *Arntl*, *Clock*, *Npas2*, *Per3*, *Nr1d2*, *Rorc*, and *Tef* (**Fig 3F**), while *Per1*, *Per2*, *Cry2*, *Hlf*, and *Bhlhe41* only showed MESOR differences (**Fig 3G**). We validated the impact of IH on the circadian rhythm of lung PER2 at the protein level. PER2^*LUC*^ mice were exposed to short-term normoxic or IH conditions followed by a real-time luciferase recording for up to 5 days from lung explants. The results suggested a significant (*p* ≤ 0.01, unpaired *t* test) increase in amplitude and MESOR of PER2 rhythms in the days following IH exposure (**Fig 3H, S5 Data**). In the heart, *Cry1* and *Rorc* demonstrated gain of rhythms (**S3F Fig**), while *Cry2*, *Hlf*, *Bhlhe41*, and *Nfil3*, exhibited differences in MESOR after IH exposure (**S3G Fig**). Furthermore, we also identified a MESOR difference of only *Hlf* in the muscle (**S3H Fig**). 

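In the heart, Cry1 gained rhythm. Its adjusted p of rhythm was 0.116 in normoxia and 1.6e-05 after IH, while its amplitude did not differ (adjusted p = 0.601). The gain rested on 1 library. Without the normoxia library of replicate 3 at 7:30, left out after the data had been seen, 0 clock genes gained rhythm and 17 were rhythmic in both treatments. MESOR rose from 6.48 to 8.14 TPM for Cry2 (adjusted p = 0.00321), from 5.52 to 7.64 TPM for Hlf (adjusted p = 0.00129), from 4.37 to 5.47 TPM for Bhlhe41 (adjusted p = 0.0116), from 6.18 to 8.33 TPM for Nfil3 (adjusted p = 0.00474) and from 3.95 to 4.87 TPM for Clock (adjusted p = 0.0357). Adjusted over the list alone, 4 genes passed. In the fits that left out 1 replicate number, between 1 and 4 clock genes changed in MESOR.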

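In the muscle, the MESOR of Hlf rose from 6.70 to 7.82 TPM (difference 1.12, standard error 0.293, adjusted p = 0.00858). It also passed when adjusted over the list alone, and 3 other clock genes had an unadjusted p of 0.05 or less. With TPM scaled by the median of ratios, the difference was 0.708 TPM and did not pass, and it did not pass without replicate 2 or without replicate 3. Without replicate 1 the difference was 1.51 TPM and passed, and 6 clock genes changed in MESOR. In amplitude, 0 clock genes of the muscle changed when adjusted over all rhythmic genes. Adjusted over the list alone, 2 amplitudes changed, and 4 had an unadjusted p of 0.05 or less.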

No significant differences in amplitude, acrophase, or MESOR were identified for canonical clock genes in the liver, kidney, or cerebellum. 

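In the liver, kidney and cerebellum, 0 clock genes changed in amplitude, acrophase or MESOR at an adjusted p of 0.05. Adjusted over the list alone, the counts were also 0. At an unadjusted p of 0.05, 1 clock gene of the liver changed in MESOR and 1 in amplitude, 3 of the kidney changed in amplitude and 0 of the cerebellum changed in either. In the liver, 3 clock genes changed in MESOR and 4 lost rhythm without replicate 3. In the kidney, 1 changed in MESOR and 2 gained rhythm without replicate 3. After scaling by the median of ratios, 1 changed in MESOR in the liver and 1 in the kidney.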

The results suggest that multiple targets among the molecular clock demonstrated changes in amplitude and/or MESOR in the lung and heart compared to other peripheral tissues, offering insights on why the circadian transcriptome of these organs are more affected by IH.

### Lung tissue demonstrated a robust correlation between genes with differential rhythms and mean 24-hour expression following IH exposure

To determine the relationship between differential rhythms and mean 24-hour expression, a Fisher’s exact test was performed for each tissue separately. 

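Fisher's exact test (2-sided) was run on the genes tested for both measures in each tissue. Rhythm was taken on TPM as deposited and mean expression on TPM scaled by the median of ratios. No test used the same scale for both, so the effect of this difference was not measured. In the lung 246 genes were affected in rhythm and changed in mean 24-hour expression, fewer than the 355.9 expected without a relation (odds ratio 0.614, p = 1.0e-12, adjusted p = 6.2e-12 over the 6 tissues). In the liver 62 genes had both against 50.9 expected (odds ratio 1.27, p = 0.0932), in the heart 12 against 14.7 (p = 0.588) and in the muscle 2 against 2.89 (p = 1). In the kidney 3 genes had both against 12.3 expected (odds ratio 0.220, p = 0.00196), and in the cerebellum 3 against 16.1 (odds ratio 0.176, p = 0.000136). The genes that serve as background decided the side of the relation. Among rhythmic genes alone, more genes of the lung had both than expected, 246 against 206.9 (odds ratio 5.87, p = 2.8e-13), and so did those of the liver, 62 against 35.8 (p = 1.0e-15). This excess cannot decide the relation, because unaffected rhythmic genes are by definition those without a change in MESOR. Of the unaffected genes, 11 in the lung and 0 in the liver changed in mean expression. Over all genes tested but without replicate 2, the odds ratio in the lung was 0.949 (p = 0.606). Genes are not independent, so these p-values are too small by an amount that was not measured.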

The findings indicated a significant correlation (*p* ≤ 0.05, Fisher’s exact test) between genes with distinct rhythmic patterns and those with varied mean 24-hour expression, but only in the lung, not in other tissues. Additionally, we investigated for gene sets that differed in both mean 24-hour expression and circadian rhythmicity across the tissues. We discovered overlapping gene sets in the lung, liver, and heart following IH exposure, but not in the kidney, muscle, or cerebellum. 

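Among the genes affected in rhythm and changed in mean expression, 98 in the lung were higher after IH and 148 lower, 8 in the liver higher and 54 lower, and 10 in the heart higher and 2 lower. In the kidney 1 was higher and 2 lower, in the muscle 2 were higher, and in the cerebellum 3 were lower. Without replicate 2 the overlap was 0 genes in the liver, the muscle and the cerebellum, and without replicate 3 it was 293 genes in the liver.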

The lung had a greater number of differentially regulated genes compared to other organs (**Figs 4A, 4B, and S4–S6**). Interestingly, we found that only a few clock genes (*Per2*, *Per3*, and *Tef*) and 1 HIF (*Hif3a*) were significantly (q ≤ 0.05 of DESeq2 with 1.5-fold) up-regulated in the lung, demonstrating significant differences (q ≤ 0.05, CircaCompare) in amplitude and/or MESOR (**S4C and S4D Fig**). These genes could serve as potential molecular markers for evaluating IH-specific changes in health conditions.

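In the lung, 5 of the 24 PHD, HIF and clock genes passed an adjusted p of 0.05 and a 1.5-fold change over all genes tested, and the same number did when adjusted over the list alone. Each was also affected in rhythm by its MESOR. On the log2 scale Hif3a rose by 1.15 (limma, standard error 0.207, adjusted p = 3.5e-06) and Ciart by 1.07 (standard error 0.190, adjusted p = 2.8e-06). Per3, on chromosome 4 of GRCm38 from 151003652 to 151044665, rose by 0.88 (standard error 0.269, adjusted p = 0.00346). Tef, on chromosome 15 from 81802421 to 81826863, rose by 0.62 (standard error 0.221, adjusted p = 0.0115), and Per2, on chromosome 1 from 91415982 to 91459324, by 0.74 (standard error 0.287, adjusted p = 0.0201). All 5 were higher at 8 of 8 time points and in the mean of each replicate number. With the number of genes detected as a further term, added after the data had been seen, the changes of Per3, Tef and Per2 were 0.23, 0.28 and 0.68 and none of them passed; that of Hif3a was 0.73. In the fits that left out 1 replicate number or 1 time point, Per2 ranged from 0.64 to 0.88, Per3 from 0.65 to 1.07 and Tef from 0.50 to 0.67, and without replicate 1 these 3 did not pass, nor did Per2 without replicate 3. Per2 and Tef also did not pass without the time point of 4:30 or that of 7:30.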

**Fig 4:**
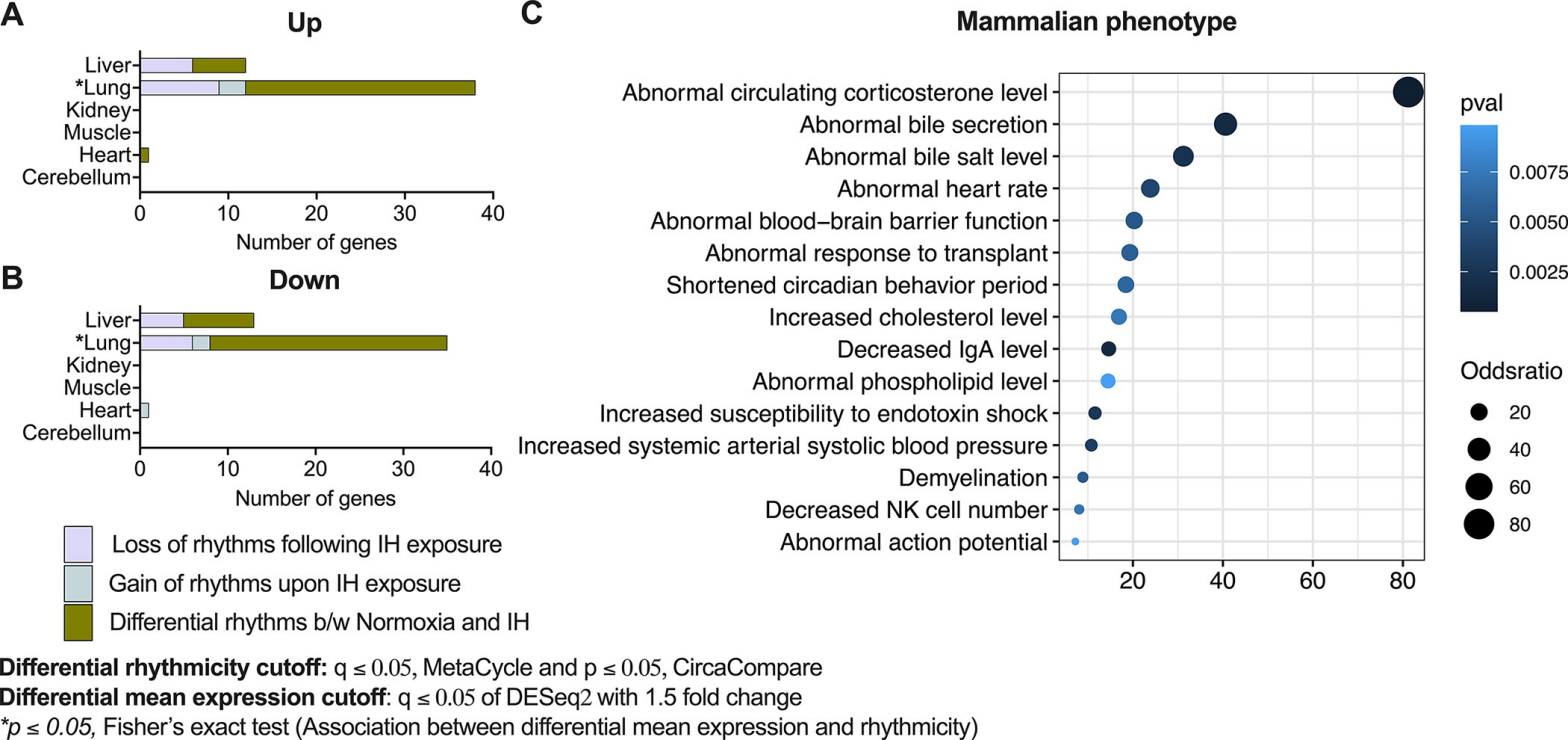
Genes with differences in rhythms and mean 24-hour expression. IH exposure resulted in significant changes in rhythmicity (q ≤ 0.05 of MetaCycle and *p* ≤ 0.05 of CircaCompare for presence of rhythmicity; q ≤ 0.05 of CircaCompare for differential circadian properties) and mean 24-hour expression (q ≤ 0.05 with 1.5-fold difference of DESeq2) of only a few genes in the liver, lung, and heart but not in the kidney, muscle, or cerebellum. In comparison with other organs, the lung demonstrated a higher number of altered genes and a significant (*p* ≤ 0.05, Fisher’s exact test) correlation between circadian rhythmicity and mean 24-hour expression. **(A)** Up-regulated genes with differential rhythms. **(B)** Down-regulated genes with differential rhythms. **(C)** Enrichment of genes to the mammalian phenotype with differential rhythms and changes in mean 24-hour expression across the tissues (*p* ≤ 0.01). Data output for Fig 4A and 4B associated with S1 Data and S4 Data. Data output associated with Fig 4C can be found in S6 Data. Raw and processed data files associated with Fig 4 accessible through GEO series accession number GSE214530. IgA, immunoglobulin A; IH, intermittent hypoxia; NK, natural killer.

We further enriched for gene sets that differ in mean 24-hour expression and circadian rhythmicity in the lung, liver, and heart to the mammalian phenotype using Enrichr [20]. A *p* ≤ 0.01 was used to determine the possible altered phenotypes in mammals. Our analysis revealed that specific genes that have altered 24-hour mean expression and circadian rhythms in the liver, lung, and heart were enriched with mammalian phenotypes (**Fig 4C, S6 Data**). Notably, some of these enriched pathways include abnormal heart rate (HR), abnormal blood pressure (BP), abnormal circadian phase of behavior (circadian phase of activity and sleep), and abnormal stress hormone levels (**Fig 4C**). These phenotypes are often observed in patients with OSA that exhibit associated comorbid conditions.

### Core body temperature is increased upon short-term exposure to IH

OSA is strongly associated with BP dysregulation in children and hypertension and stroke in adult patients with untreated disease [21,22]. Animal models of IH have also shown an association between IH and similar adverse cardiopulmonary outcomes. However, we do not understand the course of these longitudinal physiological changes that occur prior to end-organ damage. After a 7-day exposure to IH, we measured core body temperature (CBT), HR, systolic and diastolic BP, and activity during the active phase of mice using a DSI HD-X10 telemetry probe (**Fig 5A–5D, S7 Data**) as described in our **Methods**. While the overall animal activity, HR, and systolic and diastolic BP were unaffected by a 7-day exposure to IH, our 1-hour bin analysis revealed a persistent and significant decrease in HR for 3 consecutive bins between the 13th to 16th hours of inactivity (*p* ≤ 0.05, two-way ANOVA) following IH exposure (**Fig 5B–5D**). Additionally, we observed a significant increase (*p* ≤ 0.05, two-way ANOVA) in CBT in response to the 7 days of IH exposure, both overall and for 3 consecutive bins between the 14th to 17th hours (**Fig 5A**). Strikingly, the overall change of body temperature was consistent with observations of increased body temperature in patients with OSA [23–25]. Body temperature and lung ventilation are intimately related through interactions with sleep–wake state, metabolism, and thermoregulation. In addition, body temperature is a key regulator of several other biochemical and biological processes, including peripheral oscillators of the circadian clock [26].

**Fig 5:**
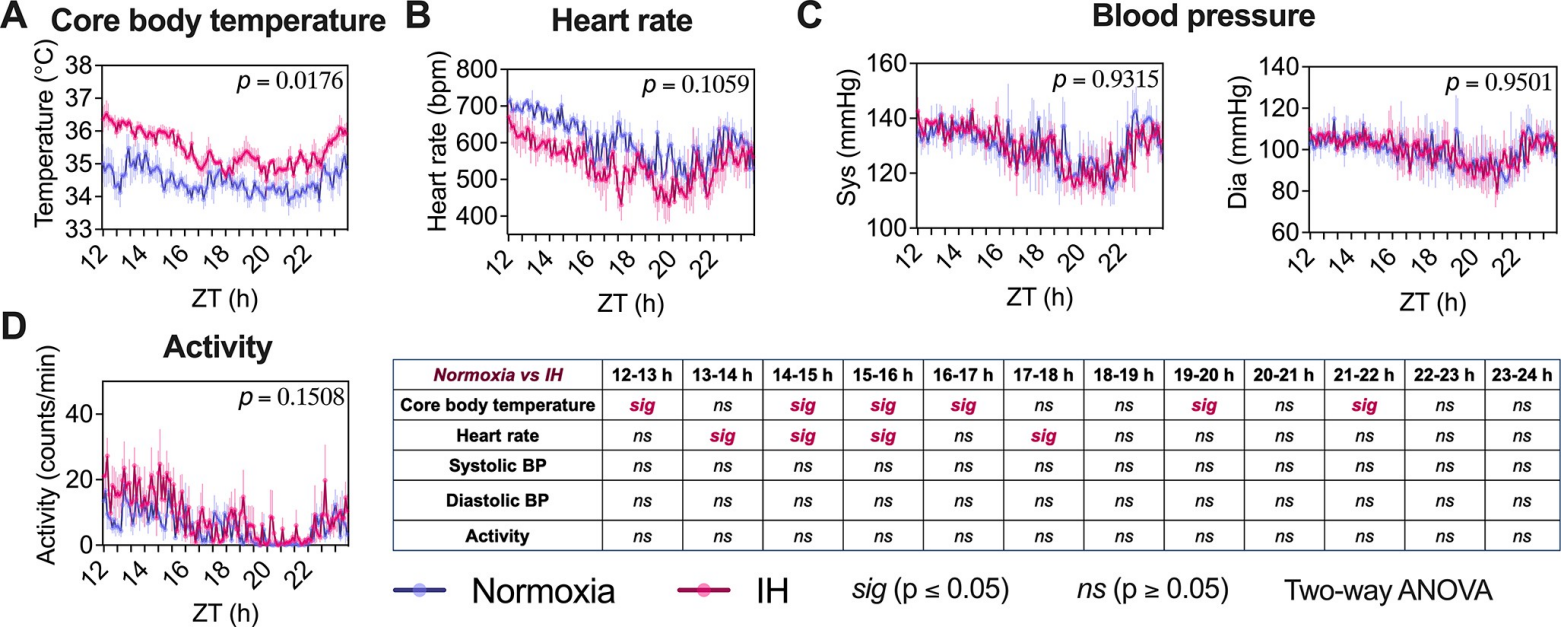
Physiological parameters. Physiological properties of mice (*n* = 4 for each condition) were assessed on the seventh day of their active phase (ZT12 to 22 hours) using an HD-X10 DSI telemetry system. We measured **(A)** CBT, **(B)** HR, **(C)** systolic and diastolic BP, and **(D)** activity using an average 1-hour bin analysis after exposing the mice to IH. Although systolic and diastolic BP and activity did not show any significant differences in any time bins between normoxia and IH, CBT and HR did show significant differences (*p* ≤ 0.05, two-way ANOVA) across several time bins. In addition, we also observed an overall significant increase (*p* ≤ 0.05, two-way ANOVA) in CBT following IH exposure. Data for Fig 5A–5D can be found in S7 Data. BP, blood pressure; CBT, core body temperature; HR, heart rate; IH, intermittent hypoxia; ZT, Zeitgeber time.

## Discussion

A key challenge to preventive care in patients with OSA is “early diagnosis” prior to the development of associated medical comorbidities. Although children with OSA may not develop cardiovascular disease, they can exhibit changes in several risk factors such as BP variability and decreased nocturnal BP dipping [27]. These risk factors may further contribute to more serious diseases, such as hypertension, metabolic syndrome, and other cardiovascular dysfunction in adulthood [28,29]. However, the early biological changes that lead to disease processes are not yet fully understood, and assessing tissue-specific mechanisms that contribute to OSA-associated disease pathology is extremely difficult. In this study, we investigated the impact of short-term exposure to IH on the whole-genome transcriptome and associated hallmark pathways in an established animal model of OSA. These data provide insights into the early changes in biological pathways that could be used to identify targets for future mechanistic studies evaluating diagnostic or therapeutic approaches. Our findings suggest that there is time- and tissue-specific variability of the whole-genome transcriptome in multiple organ systems following even a short exposure to IH, with the lung transcriptome being the most affected in comparison with other organs. We also measured physiological changes associated with OSA; interestingly, we observed an overall increase in CBT following IH exposure as seen in some patients with OSA [23–25].

There are several animal models available for studying OSA-associated pathophysiological outcomes, with each model having its own strengths and weaknesses. One alternative model involved the use of implanted tracheal balloons [30], while the most commonly used model exposes animals to episodes of hypoxia followed by recovery to room air [31]. Both of these models can result in disturbances in vascular and metabolic function, such as changes in BP, sympathetic dysregulation, and metabolic disturbances [32–36]. IH models eliminate the need for surgical implantation or airway scarring, allowing for the investigation of oxygen desaturation, particularly with respect to HIF-associated pathways as well as the circadian system.

IH is a major clinical feature of OSA. The presence of HIFs under hypoxic conditions can impact the circadian system through regulation of the canonical clock genes [10] and inflammatory responses [37]. Changes in oxygen levels can serve to synchronize circadian rhythms in an HIF-dependent manner [38]. However, more significant episodic variations in oxygen levels frequently associated with OSA can have adverse effects on peripheral tissues due to their physiological requirements [14], leading to variability in hypoxic responses and resistance to hypoxia-induced damage. Additionally, sustained hypoxia and IH can affect HIF-dependent pathways differently. Previous research has not explored the tissue-specific responses of oxygen molecule sensors, PHDs and HIFs, in response to IH. In the current study, we found that the expression of these molecules is highly variable across tissues following IH exposure. Given the strong association between HIFs and the circadian clock [10], changes in HIF levels could contribute to the variability in the circadian clock regulation following exposure to IH.

OSA manifests only during sleep, but its negative impact on physiology persists across the 24-hour day. A recent study has shown that even an acute, one-time, 4-hour exposure to IH alters the circadian rhythms of some canonical clock genes in the lung, liver, and kidney [12]. Though assessing acute responses are important, patients with OSA experience IH throughout their daily sleep cycles. We examined the changes in mice in a well-established model that replicates features of OSA [11,13,39–44]. However, none of the previous studies using this model have demonstrated downstream effects of altered clock genes following IH exposure, which could provide significant insight into the disease progression. Given that approximately 50% of the mammalian transcriptome is rhythmic [45], we conducted a time-course study and evaluated IH-specific time-dependent and time-independent changes of whole-genome transcriptome across multiple organ systems. We discovered that a 7-day exposure to IH is sufficient to trigger significant transcriptomic changes in a tissue-specific and time-dependent manner. Even with just 7 days of exposure, the lung transcriptome was the most affected compared to other tissues.

Changes in the circadian system are often characterized by differences in phase, but the importance of amplitude as an indicator of oscillation robustness has been understudied. Alterations in amplitude relative to period length defines the loss or gain of rhythmicity, and only a few studies have explored the relationship between changes in circadian amplitude and physiological disease state [46]. In this study, we investigated the impact of IH exposure on the rhythmic transcriptome by measuring both the loss and gain of rhythmicity and the differences in circadian properties, such as acrophase, amplitude, and MESOR. Although acute IH exposure has shown phase differences in canonical clock genes [12], our high-temporal resolution data suggests tissue-specific differential rhythmicity with no discernible acrophase differences, including among the clock genes. However, there are clear differences in amplitude and/or MESOR among all tissues, particularly in the lung, indicating that the strength of the circadian system is affected even at an early stage of IH exposure in cardiopulmonary tissues. Changes in physiological rhythms over time, such as the loss of nighttime dipping of BP (nondipping) [27], in patients with OSA can increase the risks of cardiovascular disease or acute cardiac events [47].

In addition, the development of disease pathology can also be influenced by several noncircadian factors. To explore their potential role, we analyzed how IH affects the 24-hour mean expression of the whole transcriptome across multiple organ systems. We then linked these alterations to regulatory targets and hallmark pathways. Interestingly, more than 75% of the regulatory targets were identified as MIRs in at least 5 distinct organ systems. This finding is particularly compelling because MIRs are considered potential biomarkers for comorbidities associated with OSA, especially cardiovascular diseases [48–51]. Interestingly, myogenesis, EMT, ERE, and hypoxia pathways were dysregulated in our tissues of interest (cardiopulmonary system, liver, kidney, and/or muscle). Previous studies suggest that dysregulation of these hallmark pathways contributes to the development of cardiovascular disease, diabetes, and kidney disease [52–55]. Nevertheless, more functional validation studies are necessary to evaluate these pathways and assess IH-related health conditions. Besides studying these hallmark pathways, we also evaluated potential phenotypic changes that are often seen later in the disease process. We found that early transcriptome changes contribute to phenotypes associated with OSA, such as abnormal HR and BP. Our study identified pathways that change prior to the development of other end-organ damage.

Rodent studies involving IH have predominantly evaluated BP using tail-cuff measurements [56,57]. However, this technique has limitations in terms of reliability and reproducibility [58]. We used an implantable telemetry system [59] to continuously monitor CBT, BP, HR, and activity in response to short-term exposure to IH. Based on our transcriptomic data and changes seen in biological processes, these phenotypes could be attributed to early molecular changes that occur as a consequence of IH exposure. Although we did not observe significant changes in the overall effect of systolic and diastolic BP, HR, or activity after a 7-day exposure to IH, we hypothesize that such changes may take longer to manifest and require consistent exposure over an extended period of time, as seen in other chronic IH studies [56,60]. Interestingly, we did observe a significant increase in CBT after IH exposure, after only 7 days. This finding is consistent with physiological responses observed in patients with OSA [23–25]. CBT plays a critical role in maintaining biological homeostasis [61] and can influence the expression of genes, proteins, hormones, metabolic rate, and even disease prognosis. It also acts as a zeitgeber, or time-giver, influencing the function of molecular clocks in mammals [26]. Furthermore, changes in CBT rhythms, including in phase and/or amplitude, may have downstream effects on circadian transcriptome and associated biological pathways.

Our study has several limitations that are worth discussing. It is primarily focused on evaluating early changes of physiology, time- and tissue-specific transcriptome, and associated modifications in biological processes following exposure to IH. Proteome or metabolome analyses may also provide additional insight into downstream processes. The primary objective of this study was to assess early manifestations of disease processes by evaluating transcriptional changes, physiological parameters, and possible associated biological pathways. However, a chronic study will be required to assess long-term changes and associated pathophysiological outcomes as a means to definitively link these molecular changes to end-organ damage. We targeted 6 tissues thought to be associated with comorbid conditions among patients with OSA. Follow-up studies can expand this to other tissues to further understand the effects of IH on the whole body. Although we used a well-established mouse model replicating OSA, like any other animal models, it is possible that our IH model does not wholly represent disease seen in humans. The IH paradigm used in the current study can produce different molecular and physiological responses in different species, strains, or mice with distinct characteristics (age, gender, weight, diet). Compared to male patients, females with OSA require more time to fall asleep, have higher percentages of slow wave sleep [62], are less likely to demonstrate classic symptoms of OSA [63–65], and are more likely to have milder OSA that is REM sleep predominant [66,67]. The upstream molecular processes to explain these differences are not known. Future long-term studies should evaluate effects of IH on female mice specifically.

In summary, our findings demonstrate a unique relationship between early exposure to IH and distinct changes in biological pathways that contribute to physiological outcomes.

## Materials and methods

### Ethics statement

The mice used in this study were housed at the animal facility of Cincinnati Children’s Hospital Medical Center. Strict adherence to the Institutional Animal Care and Use Committee (IACUC) guidelines ensured the highest standards of animal welfare. Our program abides by all regulations of procurement, conditioning and quarantine, housing, management, veterinary care, and carcass disposal as set by the NIH guide for the Care and Use of Laboratory Animals. The IACUC granted approval for the animal experiments performed in this research under the protocol number IACUC 2019–0028.

### Study design

To study OSA in animals, a common approach involves exposing mice to varying levels of room air (measured as fraction of inspired oxygen [FiO_2_] approximately 21%) and different nadir values, typically ranging from 5% to 15% [68–71]. These fluctuations in FiO_2_ result in oxygen saturation (SaO_2_) nadir values of around 50% to 70% in mice, which closely corresponds to the partial pressure of oxygen (PaO_2_) values observed in humans with OSA [56,71–73]. Notably, PaO_2_ levels in humans are lower than those of mice at any given SaO_2_ value [71]. Thus the 50% to 70% SaO_2_ nadir values in mice are equivalent to 70% to 90% SaO_2_ nadir values in humans, as is commonly observed in patients with OSA. In our research, IH was achieved by reducing the 21% fractional inhaled oxygen to 8% over a period of roughly approximately 30 seconds followed by an immediate 15-second recovery period to 21% oxygen using the OxyCycler A84XOV (Biospherix, Parish, NY, USA). The fractional oxygen concentration was then maintained at 21% for several seconds before repeating the cycle, which resulted in approximately 50 hypoxic events per hour. This regimen was designed to mimic clinically severe OSA levels commonly seen in humans.

A group of C57BL/6J male mice was purchased from Jackson Laboratory (#000664) and housed in the Cincinnati Children’s Hospital Medical Center (CCHMC) animal facility under 12 hours of light and 12 hours of darkness (LD 12:12 hours) for 7 days. The mice (*n* = 4 for each condition) used for physiological measurements were taken to the operating room, and a DSI HD-X10 telemetry probe was implanted into the carotid artery of 8-week-old mice. Following the surgery, the mice were allowed to recover for 2 weeks under LD 12:12 hours. We then exposed mice to normoxic or IH conditions for 7 days during the inactive phases (light). All mice were exposed to normoxic conditions during the active phases (dark). On the seventh day, we measured the impact of IH on various physiological parameters (CBT, HR, BP, and activity with a DSI telemetry system during the active phase. Another group of 8-week-old mice (*n* = 3 at each time point for each condition) was exposed to normoxic or IH conditions for 7 days and then was released into constant normoxic darkness for 2 days. This approach aimed to assess the impact of short-term (7-day) IH exposure on circadian rhythms without any influence of diurnality (12 hours light and 12 hours dark) and immediate effects of exposure conditions. Multiple tissues (liver, lung, kidney, muscle, heart, and cerebellum) were harvested on the second day of constant darkness to assess changes in their transcriptome (**Fig 1**).

### Surgical method for implanting DSI HD-X10 telemetry

The surgical procedure was performed on 8-week-old C57BL/6J mice [74]. Prior to surgery, mice were anesthetized with pentobarbital, supplemented with isoflurane and ketamine. Fully anesthetized mice were injected subcutaneously with the analgesic buprenorphine hydrochloride (0.03 mg/ml diluted Buprenex; 0.01 to 0.05 mg/kg) to prevent pain upon awakening. Artificial tears were placed over the eyes, and then the hair at the surgical site was removed using NAIR hair remover. The surgical site was prepared aseptically by cleaning the skin 3 times with betadine and alcohol using a surgical scrub. A 1-cm incision was made on the neck to expose the submandibular area. Careful dissection was performed around the trachea and great vessels. We isolated the left carotid artery and placed 2 silk sutures beneath the vessel, one proximally and one distally along the artery. A distant suture was used to ligate the artery permanently by tying it off at the level of the mediastinum. A small incision was made on the carotid artery to secure the HD-X10 catheter in the carotid artery and then secured using the proximal and distal sutures. We then created a subcutaneous tunnel to secure the transmitter in the flank region. After surgery, sutures and tissue adhesive were used to close the skin. In addition, mice were administered 5 mg/kg of diluted 1 mg/ml Carprofen subcutaneously. Mice were kept warm throughout with circulating water. One day after surgery, mice were housed in LD 12:12 hours for a 2-week recovery.

### Analysis of physiological parameters

The mice with transmitters were housed in individual cages. We placed each cage on a receiver (RPC-1; DSI) to collect the physiological data (BP and CBT) via radiofrequency from the transmitter. Data were transmitted from the receivers to the Matrix 2.0 (MX2; DSI), which managed communication between the receivers and the data acquisition computer. Furthermore, the Ambient Pressure Reference Monitor (APR-2; DSI) provided dynamic corrections by measuring atmospheric pressure and transmitting a digital signal to the computer. Data were acquired every 5 minutes using the DSI Ponemah data acquisition system and analyzed with the Ponemah Software v6.51. Due to technical limitations with recording telemetry data during hypoxic exposure, measurements were only taken during the 12-hour active phase of the mice. To assess both time-independent overall effects and time-dependent 1-hour bin-based effects, we used a two-way ANOVA for statistical analysis, with statistical significance set at *p* ≤ 0.05.

### RNA extraction and sequencing

The RNA from all tissues was extracted using a Trizol method. All frozen tissues were homogenized in liquid nitrogen with a mortar and pestle. Following that, we mixed 1000 μl of ice-cold TRIzol (Invitrogen, #15596018, Carlsbad, CA, USA) with 100 mg of ground tissue and added 200 μl of chloroform (Fisher Chemical, #C298-500, Fair Lawn, NJ, USA). After mixing, the sample was incubated at room temperature for 3 minutes and centrifuged at 12,000 × *g* for 15 minutes at 4°C. The top aqueous phase was collected into a new Eppendorf tube and an equal amount of isopropanol (Sigma Aldrich, #437522-4L, Saint Louis, MO, USA) was added. After mixing well and incubating at room temperature for 10 minutes, the mixture was centrifuged at 12,000 × *g* for 10 minutes at 4°C. The supernatant was discarded, and the RNA pellet was washed 3 times with ice-cold 70% ethanol (Koptec, #V1016, King of Prussia, PA, USA). After washing, the pellet was air-dried for 5 to 10 minutes and dissolved in 25 μl of UltraPure DNase/RNase-Free Distilled Water (Invitrogen, #10977015, Carlsbad, CA, USA).

The RNA-Seq was performed at the Genomics Center at Rutgers New Jersey Medical School. Fluorometric quantification of RNA input was performed using a Qubit 2.0 instrument (Thermo Fisher Scientific, #Q10211, Waltham, MA, USA). RNA integrity number equivalent (RINe), a measuring unit produced by Agilent 2200, was used to estimate the integrity of RNA before proceeding with library preparation (Agilent Technologies, #5067–5576, Santa Clara, CA, USA). We used only samples with RINe values of 8 or higher. For library preparation, a poly (A) selection kit, the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs, #E7765L, Ipswich, MA, USA) was used to enrich the mRNA with 1 μg of total RNA according to the manufacturer’s protocol. Libraries were quantified by a Qubit instrument (Thermo Fisher Scientific, #Q33231, Waltham, MA, USA), while library quality was checked by a TapeStation 2200 with D1000 tape (Agilent Technologies, #5067–5582, Santa Clara, CA, USA). We adjusted library concentrations to 2 nM for multiplex sequencing. A sample pooling adjustment was made based on the test run of the Miseq Nano kit (Illumina, #MS-103-1001, California, United States). All samples were sequenced with Illumina Novaseq 6000 S4 Reagent Kit v1.5 (Illumina, #20028312, California, United States), achieving a median of 60 million mapped reads per sample. Illumina’s SAV was used to check the data quality. The Illumina Bcl2fastq2 Conversion Software v2.17 was used to demultiplex the data. The quality of sequences in FASTQ format was assessed using FASTQC (v0.11.3).

### Differential rhythmicity analysis

Raw FASTQ reads of each sample were aligned and quantified using an ENSEMBL mouse reference genome, release-102, by Kallisto [75]. The normalized quantification, in transcripts per million (TPM), was used for circadian analysis. We used MetaCycle and CircaCompare to test the rhythmicity [18,19]. Genes with consistently low TPM across the time course (= 0 for all, or maximum < 1) were filtered out from the circadian analysis. A MetaCycle 2D with q ≤ 0.05 (JTK CYCLE and Lomb-Scargle) was used to determine the presence of rhythms in respective conditions. Genes that passed through the q-value threshold of MetaCycle in at least 1 condition were analyzed for differential rhythms using CircaCompare. According to the CircaCompare algorithm, *p* ≤ 0.05 was used to determine the presence of circadian rhythms. For genes that were significantly rhythmic in both normoxic and IH conditions, q ≤ 0.05 of CircaCompare was used to determine the differences in amplitude, acrophase, or MESOR. Sample resolution is an important factor in circadian analysis as it affects the accuracy of phase estimates. We based our cutoffs on recently established guidelines in the field [76]. In this study, acrophase differences were only considered if they were at least 4 hours apart. This was done to ensure accurate results based on the 3-hour sampling resolution.

### Analysis of differential mean expression over 24 hours

To test for differences between normoxia and IH, we used the estimated count from Kallisto and DESeq2 R package to compare mean 24-hour expression levels between normoxic and IH conditions. A cutoff of q ≤ 0.05 and a 1.5-fold difference were used to identify genes that were up- or down-regulated in response to IH. To examine the regulatory targets associated with differential gene expression, we used mouse regulatory target gene sets (MIR and transcription factor targets) from GSEA Molecular Signature Database v7.5.1 [15]. We also performed GSEA using hallmark gene sets from the same database to determine the most affected biological pathways by IH exposure. Statistical cutoff q ≤ 0.05 was used to identify the associated regulated targets and altered pathways across the tissues.

### Correlation analysis between differential circadian rhythms and mean 24-hour expression

To evaluate the connection between genes showing disparate circadian rhythms and the mean 24-hour expression for each tissue, we employed Fisher’s exact test. A *p* ≤ 0.05 was considered for significant correlation. We further examined the genes that displayed varied rhythmic expression and differential mean expression over 24 hours following normoxic versus IH conditions. We then performed gene enrichment analysis for mammalian phenotypes using Enrichr [20] on the overlapping genes. A statistical significance of *p* ≤ 0.01 was used to identify the potential effects of IH on mammalian phenotype.

### Bioluminescence assay

To evaluate the changes of the circadian clock at the protein level, the circadian rhythms of clock gene PER2 were assessed in the lung of PER2^*Luc*^ mice following exposure to short-term normoxia or IH. In this assay, fresh lungs were collected from mice exposed to normoxic or IH conditions and were sliced into 75-μm pieces. Four pieces of the lung from each mouse were placed into the 35-mm petri dishes with 800 μl of filter sterilized culture medium (DMEM powder with 0.35 g NaHCO3, 3.5 g D-Glucose, 10 mM HEPES, 0.025 g Pen-Strep, and 1 × B27 supplement and make up to 1 L using ddH2O). After 48 hours, 800 μl of recording medium (culture medium with final concentration of 0.1 mM Luciferin) was replaced with tissue culture medium. The Lumicycle 32 (Actimetrics) was used to measure the bioluminescence signal at 37°C in constant darkness. The data were analyzed using WAVECLOCK R package [77]. An unpaired *t* test with *p* ≤ 0.01 was used to determine the statistical significance for differences in amplitude, MESOR, and acrophase.

## Supporting information

S1 Fig Volcano plots for representing genes with differential mean 24-hour expression after exposure to normoxia vs. IH. **(A)** Liver, **(B)** lung, **(C)** kidney, **(D)** muscle, **(E)** heart, and **(F)** cerebellum. The significant differences for up- (Orange) or down (blue)-regulated genes were determined using the statistical cutoff q ≤ 0.05 of DESeq2 with 1.5-fold difference. Data output associated with S1 Fig can be found in S1 Data. Raw and processed data files accessible through GEO series accession number GSE214530.
(TIF) Click here for additional data file.

S2 Fig Tissue-specific gene expression of PHDs and HIFs after exposure to normoxia and IH. **(A)** Liver, **(B)** lung, **(C)** kidney, **(D)** muscle, **(E)** heart, and **(F)** cerebellum. The expression of *Egln2*, *Arnt*, and *Hif3a* in the lung, *Egln3* in the heart, and *Egln2* in the cerebellum was found to be significantly altered by IH (*p* ≤ 0.05, two-way ANOVA*)*. Data for S2 Fig are accessible through GEO series accession number GSE214530. HIF, hypoxia-inducible factor; IH, intermittent hypoxia; PHD, prolyl hydroxylase; TPM, transcripts per million.
(TIF) Click here for additional data file.

S3 Fig Heatmaps for genes with differential rhythms after exposure to normoxia vs. IH. A heatmap shows genes with 3 categories, including loss or gain of rhythm after exposure to IH as well as rhythmic in both normoxic and IH conditions for **(A)** liver, **(B)** kidney, **(C)** muscle, and **(D)** heart. **(E)** The cerebellum contains only 2 rhythmic genes. Therefore, it is not represented in the heatmap. The composition of rhythmic genes in each category varied by tissue. MetaCycle (q ≤ 0.05) and CircaCompare (*p* ≤ 0.05) were used to determine the significance. In these tissues, only the canonical clock genes in the heart and muscle were significantly impacted by IH. **(F)** Both *Cry1* and *Rorc* gained rhythms in the heart after IH exposure. **(G)** *Cry2*, *Hlf*, *Bhlhe41*, and *Nfil3* showed MESOR changes in the heart. (**H**) *Hlf* showed MESOR change in the muscle. Data output of S3 Fig can be found in S4 Data. Raw and processed data files for S3 Fig are accessible through GEO series accession number GSE214530. IH, intermittent hypoxia; MESOR, Midline Estimating Statistics of Rhythm; TPM, transcripts per million.
(TIF) Click here for additional data file.

S4 Fig Up-regulated genes with differential circadian rhythms in the lung following IH exposure. A significant **(A)** loss or **(B)** gain of rhythms, **(C)** differences in amplitude and MESOR, and **(D)** differences with MESOR after exposure to IH. MetaCycle (q ≤ 0.05) and CircaCompare (*p* ≤ 0.05) were used to determine the presence of circadian rhythms. For genes that exhibited significant rhythmicity under both normoxic and IH conditions, q ≤ 0.05 of CircaCompare was used to determine the differences in amplitude, acrophase, or MESOR. Statistical cutoff q ≤ 0.05 of DESeq2 with 1.5-fold difference was used to determine the up-regulated genes. Data output of S4 Fig is associated with S1 Data and S4 Data. Raw and processed data files for S4 Fig are accessible through GEO series accession number GSE214530. IH, intermittent hypoxia; MESOR, Midline Estimating Statistics of Rhythm; TPM, transcripts per million.
(TIF) Click here for additional data file.

S5 Fig Down-regulated genes with differential circadian rhythms in the lung following IH exposure. A significant **(A)** loss or **(B)** gain of rhythms and **(C)** differences with MESOR after exposure to IH. MetaCycle (q ≤ 0.05) and CircaCompare (*p* ≤ 0.05) were used to determine the presence of circadian rhythms. For genes that exhibited significant rhythmicity under both normoxic and IH conditions, q ≤ 0.05 of CircaCompare was used to determine the differences in amplitude, acrophase, and MESOR. Statistical cutoff q ≤ 0.05 of DESeq2 with 1.5-fold difference was used to determine the down-regulated genes. Data output of S5 Fig is associated with S1 and S4 Data files. Raw and processed data files for S5 Fig are accessible through GEO series accession number GSE214530. IH, intermittent hypoxia; MESOR, Midline Estimating Statistics of Rhythm; TPM, transcripts per million.
(TIF) Click here for additional data file.

S6 Fig Up- and down-regulated genes with differential circadian rhythms in the liver and the heart upon IH exposure. Up-regulated genes with **(A)** loss of rhythms and **(B)** differences with MESOR following exposure to IH in the liver. Down-regulated genes with a significant **(C)** loss of rhythms or **(D)** differences with MESOR after IH exposure in the liver. **(E)** Up-regulated genes with MESOR differences in the heart. **(F)** Down-regulated genes with gain of rhythms in the heart. MetaCycle (q ≤ 0.05) and CircaCompare (*p* ≤ 0.05) were used to determine the presence of circadian rhythms. For genes that exhibited significant rhythmicity under both normoxic and IH conditions, q ≤ 0.05 of CircaCompare was used to determine the differences in amplitude, acrophase, or MESOR. Statistical cutoff q ≤ 0.05 of DESeq2 with 1.5-fold difference was used to determine the up- or down-regulated genes. Data output of S6 Fig is associated with S1 and S4 Data files. Raw and processed data files for S6 Fig are accessible through GEO series accession number GSE214530. IH, intermittent hypoxia; MESOR, Midline Estimating Statistics of Rhythm; TPM, transcripts per million.
(TIF) Click here for additional data file.

S1 Data Tissue-specific differential mean 24-hour expression analysis. (XLSX) Click here for additional data file.

S2 Data Tissue-specific enrichment analysis for regulatory targets. (XLSX) Click here for additional data file.

S3 Data Tissue-specific enrichment analysis for hallmark pathways. (XLSX) Click here for additional data file.

S4 Data Tissue-specific differential circadian rhythm analysis. (XLSX) Click here for additional data file.

S5 Data Bioluminescence data of the lung PER2 ^*LUC*^. (XLSX) Click here for additional data file.

S6 Data Mammalian phenotype enrichment analysis. (XLSX) Click here for additional data file.

S7 Data Real-time data of physiological parameters. (XLSX) Click here for additional data file.

## Abbreviations

BP: blood pressure
CBT: core body temperature
EMT: epithelial mesenchymal transition
ERE: estrogen response early
GSEA: gene set enrichment analysis
HIF: hypoxia-inducible factor
HR: heart rate
IH: intermittent hypoxia
MESOR: Midline Estimating Statistics of Rhythm
MIR: microRNA
OSA: obstructive sleep apnea
PHD: prolyl hydroxylase
TPM: transcripts per million

How the deposited data were processed for this re-analysis (not part of the article)

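RNA was measured in the lung, liver, kidney, muscle, heart and cerebellum of mice kept in normoxia or exposed to IH, at 8 time points 3 hours apart with 3 replicates each, which gives 24 libraries per tissue and treatment. The authors quantified reads with Kallisto and summed transcripts to genes, and the deposited values are TPM of 35904 genes per library. They fitted DESeq2 to estimated counts, which are not analysed here, and ran MetaCycle and CircaCompare on TPM. Each library sums to between 989211 and 999188 TPM, and 0 libraries held the values of another. With no counts, the depth per library and the precision it gives are unknown. The size of 1 read was estimated from the steps between values of low genes, for transcripts of at least 1500 bases and an assumed fragment length of 200 bases.

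Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, figures with matplotlib 3.10.9, and linear models with limma 3.58.1 in R 4.3.3. For mean 24-hour expression, TPM was scaled per library by the median of ratios to the geometric mean and taken as log2 with a pseudocount of 0.5, for genes with a mean of at least 1 TPM in the tissue. The model held treatment alone, with an intensity trend in the prior variance. A gene was called changed at a Benjamini-Hochberg adjusted p of 0.05 and a 1.5-fold change. Comparisons within 1 replicate number and those between replicate numbers held time point as a further term. The tests of differences were 2-sided. The difference of the lung from each other tissue was an interaction term over 115 comparisons, with libraries of both tissues taken as independent although they may come from the same mice. PHD and HIF genes were compared as mean TPM with 100000 permutations of treatment within time points, adjusted over 42 comparisons.

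Rhythm was tested in genes with a maximum of at least 1 TPM by re-implementations of the JTK and Lomb-Scargle tests at a period of 24 hours, with p-values combined by the Fisher method; the paper states neither the period nor the combination, so both were chosen here. CircaCompare was re-implemented as cosine fits with a rhythm threshold of 0.05 per treatment. Its MESOR, amplitude and MESOR p-value were checked against the paper's table and were equal within a relative difference of 0.001 (p-value 0.01) for all 1286 genes of the liver, 1091 of the lung and 50 of the kidney that could be read, while acrophases in normoxia were 0.5 hours later here at the median, with times taken as the sample labels give them. A changed acrophase needed at least 4 hours. The relation of changed rhythm with changed mean expression was tested by Fisher's exact test, with rhythm on TPM as deposited and mean expression on scaled TPM.

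The genes named are those that the paper names in its text or on its main figures, among them 7 PHD and HIF genes and 17 clock genes, and in each tissue the 3 largest rises and the 3 largest falls among changed genes with a mean of at least 5 TPM. Gene positions, lengths and GC content come from GENCODE mouse release 21, which gave a single length and GC value for 96.74% of genes. Lists of 12 genes each for muscle, kidney, heart and cerebellum served to look for transcripts of other tissues. They were written after results had been seen, and Kap and Fxyd2 are on the kidney list because they had been seen raised in the liver. Pathway enrichment, telemetry and microRNA results are not analysed here, and the result of 1 gene that the paper names is not reported.

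The alternatives were other pseudocounts, filters and scaling, a term for time point, replicate block, correction for length and GC content, the rank test or the cosine fit alone, the log2 scale, another background for Fisher's exact test, and leaving out each replicate number or time point. Terms for the number of genes detected and for the replicate number, a block per animal in the comparison between tissues, and leaving out the library of lowest correlation, were added after the data had been seen. Results were compared with 100 splits of the libraries per tissue and with 20 shuffles of the time points. The methods were tested on simulated data with noise independent between genes and between libraries. Such data hold no groups of libraries and no library-wide shift, so the rates do not carry over to the real libraries. Of 200 genes given a log2 change of 1, between 87% in the cerebellum and 97.5% in the muscle were recovered, with at most 2 false calls. Rhythms with an amplitude of 2 SD were given to genes with a mean of at least 5 TPM, and weaker rhythms were not simulated. Of 100 simulated losses of rhythm, between 79% in the cerebellum and 89% in the heart were found, and 100% of genes with rhythm in both treatments. Between 148 and 196 unchanged genes per tissue were also called rhythmic there, out of 14706 in the kidney and 21372 in the cerebellum.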

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

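The tests of depth and background were planned; the remaining tests of this part were chosen only after the result was seen. Over the PHD, HIF and clock genes, the response of the lung differed from that of another tissue in 40 of 115 comparisons, each by a test of the interaction of treatment with tissue. The log2 change in the lung minus that in the liver was -0.43 for Egln1, -0.47 for Egln3, 1.04 for Per2 and 1.15 for Per3. Against the kidney the difference was 0.21 for Arnt, 0.99 for Ciart, 0.37 for Clock, 0.30 for Cry2, -0.33 for Egln1, -0.24 for Egln3, -0.71 for Epas1, -0.23 for Hif1a, 0.86 for Per2, 0.93 for Per3 and 0.78 for Tef. Against the muscle it was 0.46 for Bhlhe41, 0.90 for Ciart, 0.32 for Cry2, -0.29 for Egln1, 0.28 for Egln2, -0.55 for Egln3, -0.57 for Epas1, -0.29 for Hif1a, 0.88 for Per3 and 0.67 for Tef. Against the heart it was 1.25 for Ciart, -0.42 for Egln1, 0.27 for Egln2, -0.41 for Egln3, -0.90 for Epas1, -0.39 for Hif1a, 1.27 for Per3 and 0.74 for Tef, and against the cerebellum 1.01 for Ciart, -0.43 for Egln1, -0.30 for Egln2, -0.59 for Epas1, 1.14 for Hif3a, 0.98 for Per2 and 0.99 for Per3.

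Other groupings of the libraries argue against an accident of grouping for these 40 differences, since of 100 splits only the real one, 1 of 100, gave as many. The scaling alone does not account for them, because 29 of the 40 were called with the same sign with TPM as deposited. A library-wide shift in the number of genes detected stays open. With that number as a further term, 6 of the 40 were called with the same sign, and the numbers of genes detected go apart between treatments in the lung and in the heart, so that the shift may produce many of these differences. A difference in biology between tissues was not tested and also stays open. The Epas1 values are 1 example of how far this reaches, since the difference from the heart was 0.43 with the term.

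In the lung after IH, genes with a mean TPM under 0.5 summed to 2214.2 ± 1244.4 TPM (SD, n = 24), against 823.3 ± 135.0 TPM in normoxia (permutation test, p = 1e-05, the smallest the resamples can give, adjusted p = 8e-05), a signal in genes that the paper does not discuss. The medians were 1744.4 and 791.7 TPM, and the IH library of replicate 2 at 1:30 had the highest sum, 6581.7 TPM. A difference in depth argues the other way, since the size of 1 read was 1.194 times as large after IH, which would lower the number of genes detected. A background of RNA or DNA over genes that the tissue does not express is a candidate explanation, with a ratio of summed TPM of 2.689. Within the IH libraries the sum and the number of genes detected had a correlation of 0.94. A change in the cells of the lung with treatment was not tested and stays open.

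The liver libraries held transcripts of 12 kidney genes at 0.206% of their level in the kidney after IH and at 0.0544% in normoxia (permutation test, p = 1e-05, the smallest the resamples can give). The list was written after Kap and Fxyd2 had been seen among the largest rises in the liver and holds both, so these 2 were chosen by the result; the other genes were taken as known kidney genes. Of the 12 genes, 5 had a median above 1 TPM in the liver, and the most abundant were Kap, with 87.6 TPM after IH, and Fxyd2, with 9.12 TPM. In normoxia, the median level over the genes was 0.148% in replicate 3 against 0.0103% and 0.0131% in replicates 1 and 2, a ratio of 12.7 (permutation test, p = 0.00081), while the 3 IH replicates had 0.191%, 0.277% and 0.195%. Kidney RNA or reads carried into groups of liver libraries that were handled together is a candidate explanation, because a response of the liver to IH would leave no reason for normoxia replicate 3 to differ. The same ratio for 12 heart genes in the liver was 3.052 (permutation test, p = 0.00305), which is consistent with such groups. Whether the liver itself raised any of these genes was not tested.

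In 1 liver library, IH replicate 2 at 13:30, 12 heart genes had a median of 31.9% of their level in the heart, with a range over the genes of 25.1% to 41.9%. The next liver library had 0.242%. Since the genes move together and Myh6 alone had 1507 TPM, heart RNA or reads mixed into the library is a candidate explanation that may account for its place as the liver library with the lowest correlation. In 1 heart library, IH replicate 2 at 10:30, 12 cerebellum genes had a median of 2.35% of their level in the cerebellum, with a range of 2.01% to 5.27%, against 0.109% in the next library. Cerebellum RNA or reads mixed into it may account for this in the same way. No biological explanation was tested for a single library.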

How the results depend on the processing

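The tests with the number of genes detected or the replicate number as a further term, those without the library of lowest correlation and all alternatives of the comparison between tissues were chosen only after the results were seen; the remaining alternatives named in this part were chosen before the data were examined. Over the single genes and the numbers by direction, 137 results had 2145 values under alternatives. Of these, 1892 kept their direction and their side of the threshold or stayed within 1.5 times the number reported, 211 became weaker, 22 stronger and 20 reversed. For each change below the cause was not tested, except that fits without a replicate number or with fewer genes tested hold fewer libraries or genes by construction.

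The number of genes changed in mean 24-hour expression stayed within 1.5 times the number reported in the 6 tissues with another pseudocount, without a filter, with TPM as deposited, with a term for time point or replicate number, without the trend and with replicate block. With a mean TPM of at least 5, which tests fewer genes, it was 1182 in the lung, 54 in the kidney, 31 in the muscle and 169 in the heart. With the number of genes detected as a further term, it was 139 in the heart and 245 in the cerebellum. With length and GC correction it was 237 in the cerebellum, and 226 with replicate block and this correction together. Over the fits that each left out 1 replicate number or 1 time point, the number went from 1509 to 3441 in the lung, 48 to 1491 in the liver, 86 to 147 in the kidney, 21 to 63 in the muscle, 271 to 504 in the heart and 31 to 1973 in the cerebellum. The extremes of the lung, liver, muscle, heart and cerebellum came from fits without a replicate number. In the cerebellum, leaving out the time point of 1:30 gave 681 genes and that of 7:30 246.

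The test of rhythm moved the numbers of rhythmic genes more than the minimum level of the genes tested did. With the rank test alone, genes rhythmic in at least 1 treatment numbered 1280 in the lung, 1454 in the liver, 915 in the kidney, 392 in the muscle, 179 in the heart and 1 in the cerebellum, and with the cosine fit alone 1310 in the lung, 1379 in the liver, 1292 in the kidney, 398 in the muscle, 199 in the heart and 1 in the cerebellum. Affected genes then numbered 965 in the lung, 712 in the liver, 504 in the kidney, 132 in the muscle, 121 in the heart and 0 in the cerebellum with the rank test, and 965 in the lung, 701 in the liver, 745 in the kidney, 144 in the muscle, 135 in the heart and 0 in the cerebellum with the cosine fit. Genes that lost rhythm were 137 in the lung, 406 in the liver, 430 in the kidney, 7 in the muscle, 0 in the heart and 0 in the cerebellum with the rank test, and 134 in the lung, 408 in the liver, 654 in the kidney, 7 in the muscle, 0 in the heart and 0 in the cerebellum with the cosine fit. Genes that gained rhythm were 304 in the lung, 63 in the liver, 4 in the kidney, 82 in the muscle, 50 in the heart and 0 in the cerebellum with the rank test, and 308 in the lung, 41 in the liver, 4 in the kidney, 96 in the muscle, 46 in the heart and 0 in the cerebellum with the cosine fit. In the cerebellum, the single rhythmic gene of each test alone was Dbp, a gene that the paper names.

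A change in MESOR was found for 524 in the lung, 70 in the kidney, 42 in the muscle, 71 in the heart and 0 in the cerebellum genes with the rank test alone, and for 523 in the lung, 87 in the kidney, 40 in the muscle, 89 in the heart and 0 in the cerebellum with the cosine fit alone. A change in amplitude in the lung was found for 22 and 24 genes, and a change in acrophase for 2 in the lung, 1 in the muscle, 0 in the heart and 0 in the cerebellum with the rank test and 1 in the lung, 2 in the muscle, 0 in the heart and 0 in the cerebellum with the cosine fit. On the log2 scale, 0 genes of the lung changed in amplitude, 5 genes of the cerebellum changed in MESOR, and 10 in the muscle, 0 in the heart and 22 in the cerebellum changed in acrophase. With a mean TPM of at least 1, 8 genes of the heart lost rhythm and 3 genes of the muscle changed in acrophase. The counts of 0 stand beside the unadjusted counts given with the results, 228 for amplitude in the lung.

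With TPM scaled by the median of ratios, the number of rhythmic genes was 5049 in the kidney, 3010 in the muscle and 1393 in the heart, and affected genes numbered 3262 in the kidney, 1644 in the muscle and 1054 in the heart. Genes that lost rhythm numbered 1065 in the lung, 1514 in the liver, 2395 in the kidney, 475 in the muscle and 44 in the heart, and genes that gained rhythm 458 in the lung, 125 in the liver, 292 in the kidney, 933 in the muscle, 605 in the heart and 17 in the cerebellum. MESOR changed for 575 in the kidney, 227 in the muscle, 405 in the heart and 15 in the cerebellum genes, amplitude for 1 in the lung, and acrophase for 0 in the lung, 10 in the muscle and 4 in the cerebellum. In the lung, loss outnumbered gain with this scaling, opposite to the result with TPM as deposited.

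Leaving out 1 replicate number or the library of lowest correlation gave these ranges over 4 fits. The number of rhythmic genes went from 906 to 3621 in the lung, 1312 to 3058 in the liver, 642 to 3256 in the kidney, 340 to 1507 in the muscle, 95 to 692 in the heart and 10 to 998 in the cerebellum, and that of affected genes from 749 to 2937 in the lung, 590 to 2371 in the liver, 360 to 2703 in the kidney, 202 to 877 in the muscle, 51 to 535 in the heart and 10 to 918 in the cerebellum. Genes that lost rhythm ranged from 161 to 723 in the lung, 351 to 1511 in the liver, 133 to 2435 in the kidney, 24 to 116 in the muscle, 1 to 19 in the heart and 8 to 896 in the cerebellum, and genes that gained rhythm from 348 to 1126 in the lung, 72 to 293 in the liver, 16 to 161 in the kidney, 128 to 652 in the muscle, 23 to 279 in the heart and 0 to 3 in the cerebellum. Changes in MESOR ranged from 240 to 1084 in the lung, 38 to 559 in the liver, 61 to 147 in the kidney, 11 to 106 in the muscle, 27 to 237 in the heart and 0 to 12 in the cerebellum. Changes in amplitude ranged from 0 to 10 in the lung and 0 to 3 in the cerebellum and were 0 in the 4 other tissues, where 42, 21, 39 and 34 genes of the liver, kidney, muscle and heart had an unadjusted p of 0.05 or less with all libraries. Changes in acrophase ranged from 0 to 12 in the lung, 0 to 123 in the liver, 1 to 93 in the kidney, 0 to 6 in the muscle and 0 to 6 in the cerebellum and were 0 in the heart. In the kidney without replicate 3, gain outnumbered loss by 161 to 133 genes.

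For the PHD and HIF genes, 252 values under alternatives held 229 counted as the same, 6 weaker, 16 stronger and 1 reversed. A difference that passed in neither fit counted as the same even where its sign changed. An example is Egln1 in the lung, with -1.19 TPM without replicate 3 against 1.60 TPM with all libraries. With TPM scaled by the median of ratios, the difference of Egln1 in the lung reversed to -6.70 TPM, and those of Egln3 (-0.274), Hif1a (-4.62) and Epas1 (-302.4) in the lung, Egln2 (4.32) and Egln3 (1.26) in the liver, Epas1 in the kidney (3.10) and Egln1 in the cerebellum (4.86) passed. Egln1 no longer passed in the muscle (1.52) or in the heart (8.98). With the log2 scale, 0 calls changed. The difference in TPM over the fits without 1 replicate number ranged from -332.9 to 60.4 for Epas1 in the lung, from -6.64 to -1.95 for Epas1 in the liver, from -1.61 to 9.02 for Egln2, from -3.82 to -0.701 for Hif1a and from -1.96 to 0.528 for Arnt in the kidney. In the muscle it ranged from 2.78 to 9.71 for Egln1, from -0.244 to 13.4 for Epas1 and from 1.13 to 3.99 for Arnt. In the heart it ranged from 11.9 to 24.1 for Egln1, from 3.11 to 3.95 for Egln3 and from 0.619 to 2.48 for Arnt. Each of these passed in some of these fits and not in others.

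Libraries of the 2 treatments share only a replicate number at a time point. After removal of group means, the correlation of same-numbered libraries was above 0.1 for 5 of 24 pairs in the lung and 16 in the liver. It was above 0.1 for 6 in the kidney, 12 in the muscle, 8 in the heart and 7 in the cerebellum. Its lowest value was -0.55 in the heart, and the libraries were not treated as pairs in the main fits. That choice is less sure in 2 tissues. In the liver the mean correlation was 0.21 for the same number against -0.10 for other numbers, and in the muscle 0.13 against -0.06. In the other tissues the mean for the same number lay between -0.11 and 0.02. With replicate block, Arnt in the muscle, with a difference of 2.24 TPM, passed.

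For the relation between changed rhythm and changed mean expression, the background decided the direction. Among rhythmic genes alone it was reversed in the lung (Fisher's exact test, p = 2.8e-13), the kidney (p = 0.556) and the cerebellum (p = 1.0). These tissues had passed over all genes tested. The direction was also reversed in the heart (p = 0.1365) and the muscle (p = 0.517), which passed with neither background. The liver passed among rhythmic genes alone (p = 1.0e-15). This background cannot decide the relation, because unaffected rhythmic genes are by definition those without a change in MESOR. Over the fits without 1 replicate number, the p ranged from 9.4e-19 to 0.606 in the lung, from 2.1e-08 to 0.736 in the kidney and from 0.528 to 1.0 in the cerebellum, where the direction was also reversed without replicate 1 and without replicate 3 (p = 0.824).

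Of the 115 comparisons of the lung with another tissue, 17 passed with the number of genes detected as a further term, and from 23 to 38 passed over the fits without 1 replicate number. With libraries of 1 animal as a block, taking the same number in both tissues as the same animal, 55 passed, with replicate block 57, with time point as a further term 59 and with length and GC correction 47. With the number of genes detected as a term, 15 of the 40 differences that had passed reversed on the log2 scale. Against the liver it was 0.0843 for Egln1. Against the kidney it was 0.0507 for Egln1, 0.13 for Epas1 and 0.23 for Hif1a. Against the muscle it was -0.0743 for Ciart, 0.17 for Egln1, 0.28 for Epas1 and 0.23 for Hif1a. Against the heart it was -0.11 for Ciart, 0.31 for Egln1, 0.14 for Egln3, 0.43 for Epas1 and 0.23 for Hif1a. Against the cerebellum it was 0.0741 for Egln1 and 0.32 for Epas1. With TPM as deposited, the differences reversed for Egln1 (0.0156), Egln3 (0.0099) and Hif1a (0.11) against the kidney and for Egln2 (0.0147) against the cerebellum. The last also reversed with length and GC correction (0.0132).

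Since the values are TPM with no counts, the depth of a library limits the low genes by an unknown amount, and no count-based method was fitted. A mean TPM of at least 5 gave no value for named genes under that level, such as Hif3a in the lung.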

Differences from the paper's values

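The methods and the alternatives named in this part were set before the data were examined, except where a test is said to have been chosen only after the result was seen. The paper's 4.7% of genes changed in the heart stands against 2.95% here, with pseudocount 0.1 (3.85%), TPM as deposited (3.82%), without replicate 2 (3.92%) or 3 (3.86%), and without the time point of 1:30 (3.35%), 4:30 (3.19%) or 16:30 (3.15%) within 1.5 times the paper's value. For the cerebellum it is the paper's 4.6% against 2.64%, within it with pseudocount 0.1 (3.14%) and without the time point of 1:30 (4.60%), and also without the library of lowest correlation (5.22%), a test chosen only after the result was seen. The paper's 65% of changed genes raised in the liver stands against 30.2% here, and only without replicate 2 (45.2%) was it within 1.5 times. Of the genes that the paper lists as changed in the liver, all 528 tested here had the paper's direction (r = 0.96), and 265 of them were called here; in the cerebellum all 654 did (r = 0.94), and 287 were called. In its supplement, the paper's number of changed genes is 598 in the heart against 377 here, within 1.5 times with pseudocount 0.1 (492), no filter (539), TPM as deposited (488), without replicate 2 (504) or 3 (488) and without the time point of 1:30 (430), 4:30 (409) or 16:30 (404). It is 683 in the cerebellum against 393, within it with pseudocount 0.1 (468) and without the time point of 1:30 (681), and also without the library of lowest correlation (776). The remaining alternatives set before the data were examined left these differences.

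The paper's 27.6% of rhythmic genes affected in the muscle stands against 58.9% here, and was within 1.5 times with the rank test alone (33.7%), the cosine fit alone (36.2%) and without replicate 3 (39.5%). Its 25.8% of genes with gained rhythm in the heart, the paper's value, stands against 50.8%, within it with the rank test alone (27.9%), the cosine fit alone (23.1%), without replicate 1 (24.2%) and without replicate 3 (34.4%). The paper's 16.1% in the muscle stands against 41.8%, within it with the rank test (20.9%) or the cosine fit alone (24.1%). The paper's 2 rhythmic genes in the cerebellum stand against 1023 here, and none of the alternatives set before the data were examined closed the gap; the rank test alone and the cosine fit alone gave 1. In its supplement, the paper's number of rhythmic genes is 1286 in the liver against 2697 here, within 1.5 times with the rank test alone (1454), the cosine fit alone (1379), without replicate 1 (1353) and without replicate 2 (1312). It is 1091 in the lung against 3546, within it with the rank test alone (1280), the cosine fit alone (1310) and without replicate 1 (906).

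From figures, the paper's number of rhythmic genes is about 720 in the kidney, about 300 in the muscle and about 160 in the heart in Fig 3A, read by eye, against 2560, 1431 and 675 here. In the kidney it was within 1.5 times with the rank test alone (915) and without replicate 3 (642), in the muscle with the rank test alone (392), the cosine fit alone (398) and without replicate 1 (340), and in the heart with the rank test alone (179), the cosine fit alone (199), without replicate 2 (215) and without replicate 3 (215). In the lung, the paper's Fig 3E, read by eye, gives about 100 genes with lost rhythm against 709 here, about 250 with gained rhythm against 1075 and about 740 rhythmic in both against 1762. The first was within 1.5 times with the rank test (137) or the cosine fit alone (134), the second also without replicate 1 (348) or 2 (351) and with the rank test (304) or the cosine fit alone (308), and the third with the rank test alone (839), the cosine fit alone (868) and without replicate 3 (808). The paper's Fig 2A, read by eye, gives about 390 genes lowered in the lung against 677 here, within 1.5 times with pseudocount 1 (580), without replicate 2 (383), without the time point of 7:30 (535) and, in a test chosen only after the result was seen, without the library of lowest correlation (496).

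For genes affected in rhythm and raised, the paper's Fig 4A, read by eye, gives about 38 in the lung against 98 here, within 1.5 times without replicate 1 (33) and without replicate 2 (48), and about 1 in the heart against 10, the same without replicate 3 (1). For those lowered, the paper's Fig 4B, read by eye, gives about 35 in the lung against 148 here, within it without replicate 1 (29). In the liver it is about 13 against 54 and in the heart about 1 against 2, and none of the alternatives set before the data were examined closed these gaps.

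Some directions, rankings and genes also differ. The paper states that changed genes of the cerebellum were primarily lowered, and here 173 of 393 were. Without replicate 3, 1153 of 1973 were lowered, without the time point of 1:30, 397 of 681, and without the library of lowest correlation, a test chosen only after the result was seen, 491 of 776. It ranks the lung first for the share of rhythmic genes affected, while here the heart (81.2%) and the cerebellum (86.7%) had a higher share than the lung (80.7%). The lung was above the heart, by 75.4% to 67.6% with the rank test alone, 73.7% to 67.8% with the cosine fit alone, 81.9% to 79.8% on the log2 scale, 81.1% to 75.7% with the median of ratios, 82.7% to 53.7% without replicate 1 and 81.6% to 59.1% without replicate 3, and in the test without the library of lowest correlation, chosen only after the result was seen, by 81.1% to 77.3%. The heart was above the lung without replicate 2 (81.86% to 73.5%) and with a mean TPM of at least 1 (82.39% to 81.1%). The share of the cerebellum was 0%, of 1 rhythmic gene (Dbp), with the rank test or the cosine fit alone. In the remaining alternatives the cerebellum stayed above the lung, among them the log2 scale (88.17% to 81.92%) and the median of ratios (83.18% to 81.13%). The paper describes no loss of rhythm in the cerebellum, where 871 genes lost it here and 0 did with the rank test or the cosine fit alone. It states that no gene changed in acrophase, and here 4 genes of the lung, 5 of the muscle, 1 of the heart and 11 of the cerebellum did; with TPM scaled by the median of ratios 0 did in the lung. For lung clock genes it reports amplitude changes of Clock and Tef, which had adjusted p-values of 0.113 and 0.110 here and were called with the rank test or the cosine fit alone. A MESOR change of Ciart in the lung and of Clock in the heart was found here and is not among those it names.

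For the PHD and HIF genes, the paper states changes of fewer genes outside the lung. Here Egln1 and Epas1 in the heart and Egln1 and Egln3 in the muscle also passed. The heart had as many genes past the threshold as the lung, 3 each. With TPM scaled by the median of ratios, Egln1 did not pass in the heart or the muscle, and 7 genes passed in the lung against 2 in the heart. The lung also had more without replicate 1 (3 against 2) and without replicate 3 (4 against 2), and the heart had more without replicate 2 (4 against 3). The paper states a relation between changed rhythm and changed mean expression for the lung alone. Here the kidney (Fisher's exact test, p = 0.00196) and the cerebellum (p = 0.000136) passed too. In the lung, the kidney and the cerebellum fewer genes had both than expected, with odds ratios of 0.614, 0.220 and 0.176. The paper calls its relation a correlation and gives no direction in its text. It finds genes changed in both ways in the lung, liver and heart alone, and here 3 of the kidney, 2 of the muscle and 3 of the cerebellum were too. It names Per2, Per3, Tef and Hif3a as the genes of these families changed in both ways in the lung, and here Ciart was a further one, with a log2 change of 1.07.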

Other observations

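The tests that exchanged splits of the libraries for the numbers of affected genes and of genes with lost or gained rhythm in the cerebellum, and for MESOR and amplitude in each tissue, were chosen only after the result was seen. So were those of muscle transcripts, other lists of tissue genes, myogenesis genes, too small combined p-values, loss or gain of rhythm in the cerebellum, the Fisher method in each tissue, slopes on the number of genes detected within IH, MESOR with the odds ratios of 0.614 and 5.87, the number of genes detected as a further term, a batch by replicate number in the kidney and the muscle, a batch shared by both treatments, time labels in the cerebellum, exchanged labels and libraries handled in groups.

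The numbers of genes changed in mean expression stand against other splits of the libraries within time points. Of 100 splits per tissue, only the real one gave as many changed genes in the lung, liver, kidney, muscle, heart and cerebellum, 1 of 100 each. For rhythm this was different. As many affected genes were given by 7 of 100 splits in the lung, 23 in the liver, 17 in the kidney, 39 in the muscle and 11 in the heart, so that an accident of grouping stays open in these 5 tissues, and by 4 in the cerebellum. As many genes with lost or gained rhythm were given by 13 splits in the lung, 40 in the liver, 17 in the kidney, 40 in the muscle, 17 in the heart and 4 in the cerebellum. As many changes in MESOR were given by 1 split in the lung, 1 in the liver, 2 in the kidney, 3 in the muscle, 1 in the heart and 2 in the cerebellum, and as many changes in amplitude in the lung by 1.

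A library-wide shift in the number of genes detected would move genes in the direction of their slope on that number within normoxia. Across genes, which are not independent replicates, the correlation of the change with this slope was -0.40 in the heart, as large in 4 of 100 shuffles, which is consistent with such a shift. In the lung it was 0.19 (17 of 100 shuffles), in the liver -0.26 (23), in the kidney 0.24 (17), in the muscle -0.03 (70) and in the cerebellum -0.63 (7). With slopes within IH instead, the correlation was 0.64 in the lung (3 of 100 shuffles) and -0.49 in the heart (2), each in the direction of the difference in genes detected, so the shift may also contribute in the lung. It was -0.03 in the liver (93), 0.18 in the kidney (61), 0.02 in the muscle (84) and -0.25 in the cerebellum (24). With the number of genes detected as a further term, 382 of the 2079 changed genes of the lung and 85 of the 377 of the heart were still called, so the shift may produce many of them. It is not the whole source of the changed genes of the liver (382 of 414 still called), the kidney (77 of 101) and the muscle (46 of 48), nor of the direction across genes in the liver and the muscle, where the number of genes detected did not differ past 0.05 between treatments (permutation test, p = 0.366 and p = 0.689). For the changed genes of the cerebellum, of which 210 of 393 were still called, the shift and a response to treatment cannot be told apart, because about as many were lost as kept. The direction across genes in the kidney and the cerebellum also stays open, because shuffled numbers of genes detected gave correlations as large within both treatments. The lower number of genes detected in the heart after IH may come from lower depth, with a size of 1 read 1.509 times as large, or from a lower background, with a summed TPM of low genes 0.7055 times that of normoxia; a response of the tissue was not tested.

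Bias with transcript length and GC content argues against itself as the whole cause in 3 tissues, since 1791 of 2079 genes in the lung, 364 of 414 in the liver and 316 of 377 in the heart remained changed after a correction. In the cerebellum 192 of 393 remained, so this bias may produce part of that number. Noise of low genes from a difference in depth is not the whole cause, since the share of changed genes among those with a mean TPM of at least 10, divided by the share among all, was 0.700 in the lung, 1.53 in the liver, 0.626 in the heart and 0.995 in the cerebellum.

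Libraries of 1 replicate number that differ as a group may contribute in 5 tissues. Replicate numbers were compared within each treatment with time point as a further term, which the main fits between treatments did not hold. Within a treatment, 2277 genes of the lung differed between replicate 3 and the other replicates, as did 2604 of the liver, 151 of the kidney, 346 of the muscle and 901 of the cerebellum, against 1 in the heart (each the larger number of both treatments). In the 5 tissues this was more than the number changed between treatments. The other treatment gave 4 genes in the lung, 1303 in the liver, 2 in the kidney, 199 in the muscle and 0 in the cerebellum. A batch shared by both treatments would move the same genes in both. Between treatments, the difference of replicate 3 from replicates 1 and 2 had a correlation across genes of 0.49 in the liver (as high in 3 of 100 shuffles of the replicate numbers) and 0.65 in the muscle (0 of 100), which is consistent with such a batch. It was -0.44 in the lung (as low in 0 of 100 shuffles), which argues against a batch shared by both treatments there. It was -0.17 in the kidney (as low in 25 of 100), -0.11 in the heart (41) and -0.41 in the cerebellum (14). These values lie within the spread of the shuffles, so they do not decide on a shared batch. Groups of libraries of 1 treatment handled together stay open in all of these tissues. For replicates 1 and 2 the largest numbers were 46 in the heart, for IH replicate 1, 231 in the lung, for normoxia replicate 1, 139 in the kidney and 47 in the muscle, for IH replicate 2, 19 in the cerebellum, for normoxia replicate 1, and 0 in the liver. In the liver and the cerebellum the change between treatments appeared in replicates 1 and 2 but not in replicate 3. An exchange of treatment labels in replicate 3 would give strongly opposite changes, and the correlation across genes of the change in replicate 1 with that in replicate 3 was -0.11 in the liver and -0.28 in the cerebellum. Replicate 1 alone gave 1520 changed genes in the liver and 905 in the cerebellum. A response to treatment that replicate 3 lacks and libraries of replicates 1 and 2 handled in separate groups by treatment cannot be told apart here, because nothing in the data records how libraries were handled.

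Myogenesis genes listed by the paper stayed higher in the liver without the library that held heart transcripts, with a median log2 change of 0.37, so that library is not the whole cause. Within replicate 3 the median was 0.0149 in the liver and 0.43 in the cerebellum, where it was lower over all libraries. Groups of libraries handled by treatment in replicates 1 and 2 and a response to treatment cannot be told apart for these genes, because the listed genes were chosen on the same libraries. Skeletal muscle transcripts in the lung, 12 genes, did not differ past the threshold between treatments (permutation test, p = 0.0599). Muscle tissue taken along at dissection cannot be told apart from expression in the lung, because a few libraries carry most of the signal.

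The other lists of tissue genes, 12 genes each, gave these permutation p-values between treatments: 0.625 for muscle genes in the liver, 0.00961 for cerebellum genes in the liver, 0.517 for kidney genes in the heart, 0.00414 for kidney genes in the lung, 0.942 for muscle genes in the cerebellum, 0.605 for kidney genes in the cerebellum, 0.173 for kidney genes in the muscle and 0.364 for heart genes in the kidney. The cerebellum genes in the liver had a median pairwise correlation of -0.00713. In the cerebellum, the normoxia library of replicate 3 at 19:30 had the highest share of muscle genes, 13.2%.

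Combining dependent p-values by the Fisher method is not the whole source of the rhythmic genes, since with shuffled times the genes past the adjusted threshold were 2.92% of those with true times over all tissues, under the limit of 5%. They were 1.96% in the lung, 2.21% in the liver, 0.182% in the kidney and 1.14% in the muscle. They were 12.4% in the heart, where this combination may be the source of part of the rhythmic genes, and 12.8% in the cerebellum. In both tissues the mean number is carried by few shuffles, with a median of 0. In the cerebellum under normoxia the combined test gave 1018 genes, while the rank test alone and the cosine fit alone each gave 0. The calls there thus rested on the combination. Combined p-values that are too small where no rhythm can exist may nevertheless add genes. Under the same p, shuffled times gave 14.6% of the number found with true times in the lung, 12.6% in the liver, 7.13% in the kidney, 11.9% in the muscle, 20.0% in the heart and 18.8% in the cerebellum. Genes classed as lost or gained may lie on either side of a threshold with no measured difference in amplitude, since 22.4% of them in the lung had an unadjusted amplitude p of 0.05 or less, 7.84% in the liver, 7.83% in the kidney, 15.9% in the muscle, 10.0% in the heart and 29.0% in the cerebellum. The share differed by class, with 1.69% of lost and 36.0% of gained genes in the lung and 4.63% and 20.8% in the liver. For the relation of rhythm with mean expression, MESOR was taken on TPM as deposited and the mean on scaled TPM. Over all genes tested in the lung, MESOR being the same quantity as the mean is not the source of the relation of rhythm with mean expression, since it would raise the odds ratio above 1, and the odds ratio was 0.614 with MESOR and 0.528 without it (p = 3.7e-13). Among rhythmic genes alone, where the odds ratio was 5.87, it cannot be told apart from a relation of rhythm itself, because the unaffected genes there are by definition those without a change in MESOR.

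Circadian time was estimated for each library from the clock genes of the other libraries. The largest difference of the estimated from the labelled time was 3.7 hours in the lung, 4.3 hours in the kidney and 2.1 hours in the muscle, under the limit of 6 hours set for a wrong label. It was 9.6 hours in the liver, for IH replicate 2 at 13:30, and 7.2 hours in the heart, for normoxia replicate 3 at 7:30. For these a wrong label cannot be told apart from a disturbed library, because the first held heart transcripts and the second had the lowest correlation of its tissue. In the cerebellum the largest difference was 11.7 hours, for IH replicate 2 at 16:30. A wrong label and a poor estimate cannot be told apart there, because only 3 of 17 clock genes were rhythmic.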
